# Low ambient temperature during early postnatal development fails to cause a permanent induction of brown adipocytes

**DOI:** 10.1096/fj.15-271395

**Published:** 2015-04-20

**Authors:** Agnieszka Chabowska-Kita, Anna Trabczynska, Agnieszka Korytko, Monika M. Kaczmarek, Leslie P. Kozak

**Keywords:** sympathetic activity, diet-induced obesity, recombinant inbred mice, brown adipocyte involution, microarray gene expression

## Abstract

The brown adipocyte phenotype (BAP) in white adipose tissue (WAT) is transiently induced in adult mammals in response to reduced ambient temperature. Since it is unknown whether a cold challenge can permanently induce brown adipocytes (BAs), we reared C57BL/6J (B6) and AxB8/PgJ (AxB8) mice at 17 or 29°C from birth to weaning, to assess the BAP in young and adult mice. Energy balance measurements showed that 17°C reduced fat mass in the preweaning mice by increasing energy expenditure and suppressed diet-induced obesity in adults. Microarray analysis of global gene expression of inguinal fat (ING) from 10-day-old (D) mice indicates that expression at 17°C *vs.* 29°C was not different. Between 10 and 21 days of age, the BAP was induced coincident with morphologic remodeling of ING and marked changes in expression of neural development genes (*e.g.*, *Akap 12* and *Ngfr*). Analyses of *Ucp1* mRNA and protein showed that 17°C transiently increased the BAP in ING from 21D mice; however, BAs were unexpectedly present in mice reared at 29°C. The involution of the BAP in WAT occurred after weaning in mice reared at 23°C. Therefore, the capacity to stimulate thermogenically competent BAs in WAT is set by a temperature-independent, genetically controlled program between birth and weaning.—Chabowska-Kita, A., Trabczynska, A., Korytko, A., Kaczmarek, M. M., Kozak, L. P. Low ambient temperature during early postnatal development fails to cause a permanent induction of brown adipocytes.

Mammals possess 2 distinct forms of adipose tissue serving opposite functions in the regulation of energy balance. White adipose tissue (WAT) synthesizes and stores excess energy in the form of triacylglycerols, whereas brown adipose tissue (BAT) specializes in dissipation of chemical energy to produce heat for defense against cold. Interscapular (i)BAT in mice appears first during the final days of fetal development, reaches peak values in the first days after birth, and remains relatively constant during life (1, 2). In contrast, brown adipocytes (BAs) in traditional white fat [brite; (3)] are induced at an ambient temperature of 23°C at approximately 21 days of age, disappear spontaneously by 35 days of age (2), but can reemerge when the animal is exposed to cold or treated with a β3-adrenergic agonist (4–7). Subcutaneous WAT in mice develops relatively late in embryogenesis, with adipocyte lipid components already evident on postnatal day 1, whereas visceral WAT precursor cells appear first at postnatal day 4, with lipid accumulation occurring at 7 days of age (8).

Perturbation of energy balance during early development by dietary manipulations causes cellular, molecular, and biochemical adaptations that affect physiology and metabolism in adulthood (9). Undernutrition during the lactation period causes a major negative energy balance, evidenced in hypoglycemia, hypoinsulinemia and hypoleptinemia, reduced adiposity, and suppression of the brown adipocyte phenotype (BAP) (10–12). An obvious alternative to perturbing energy balance in the neonatal pup through reduced energy intake is to increase energy expenditure (EE) by reducing ambient temperature. In addition to changes in energy balance when neonatal pups are raised at reduced ambient temperature, qualitative and quantitative changes may be induced in BAT or other potential sites of thermogenesis, such as skeletal muscle (13). The amount of iBAT may be increased, and the differentiation of brite cells in WAT may occur precociously or at higher levels as a result of the challenge of a cooler environment. Morrison *et al.* (14) found that rats reared at 18°C from birth to 60 days of age had increased norepinephrine content in iBAT and an increase in the number of sympathetic ganglion cells projecting to iBAT when assayed 30 days after being returned to an ambient temperature of 23°C. This study provides compelling evidence for permanent changes in sympathetic activity in the iBAT of adult rats reared in a cold environment that could have an impact on the development of obesity. The role of sympathetic nervous system (SNS) innervation in BAT proliferation and thermogenesis was first described 3 decades ago (15) and it has been studied extensively since then (16). Physiologic and neuroanatomic evidence for SNS innervation of WAT in mammals suggests its role in the regulation of total body fat (17), initiating WAT lipid mobilization (18), and regulating the number of fat cells (19).

Accordingly, we predicted that decreased ambient temperature during early postnatal development would determine the capacity for BA induction in a manner that would reduce susceptibility to diet-induced obesity (DIO) in adulthood. We therefore designed an experiment in which dams and their newborn litters were maintained at cold (17°C) or thermoneutral (29°C) ambient temperatures from birth until weaning at 21 days of age. We compared C57BL/6J (B6) mice to AxB8/PgJ (AxB8) recombinant inbred mice, the latter characterized by higher induction of brite cells within white fat depots upon adrenergic stimulation (6, 20). Low ambient temperature during early postnatal development reduced fat mass (FM) and adiposity in developing and adult mice fed a high-fat diet (HFD) for 8 weeks. The results indicate that the development of BAs in WAT and their thermogenic potential is determined by a genetic program that is independent of ambient temperature. The realization of the complete BAP in brite cells during the early postnatal period in response to cold stimulation, a process that is recapitulated in adult animals, depends on the development of sympathetic responsiveness to low ambient temperatures in WAT between 10 and 21 days of age.

## MATERIALS AND METHODS

### Animals

B6 and recombinant inbred AxB8 mice, purchased from The Jackson Laboratory (Bar Harbor, ME, USA), were bred at the Institute of Animal Reproduction and Food Research of the Polish Academy of Sciences. Breeders and newborn mice (8 pups per litter) were maintained at 17 or 29°C in a 12-hour light-dark cycle. The ambient temperature during the lactation period from birth to 21 days of age had no effect on the survival of the pups. Of 844 mice in the experiment, only 20 died, and those were equally distributed among strains and ambient temperatures. After weaning, the offspring mice were moved to 23°C in group housing (2–4 mice per pen) and fed a standard chow diet (STD;13 kcal% fat; PicoLab Rodent Diet 20 5053; Columbia, MO, USA) *ad libitum* until 8 weeks of age. From 56 days of age, the mice were housed individually. They were fed an HFD (59 kcal% fat; TestDiet AIN-76A; LabDiet) *ad libitum* for 8 weeks or were fed an STD and exposed to 4°C for 7 days. The 112D mice were anesthetized for blood collection, and, for tissue collection, were killed by decapitation or cervical dislocation. Tissues were immediately frozen in liquid nitrogen and stored at −80°C for subsequent analysis. All experiments were approved by the local ethics committee of the University of Warmia and Mazury.

### Phenotypic assays

#### Body composition

Adiposity was determined from body weight (BW) and body composition measurements performed by NMR (Bruker, Billerica, MA, USA) at days 7, 10, 15, 21, 56, and 112 of postnatal development.

#### Quantitative RT-PCR

Total RNA was isolated from adipose tissue with TRI Reagent and BCP phase separation reagent (both from Molecular Research Center, Inc., Cincinnati, OH, USA). RNA was purified with the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) and stored at −80°C in Ambion RNase-free H_2_O with an addition of SUPERase-In (Thermo Fisher Scientific, Waltham, MA, USA) for RNA protection. Quality and quantity of RNA were determined by UV spectrophotometry (Nanodrop; Thermo Fisher Scientific) and agarose gel visualization. Quantitative RT-PCR with TaqMan probes and primers (Life-Technologies-Applied Biosystems, Foster City, CA, USA) was performed with standard curves generated from pooled RNA isolated from iBAT and WAT collected from adult B6 mice. Standards and unknown samples were run in duplicate and normalized to cyclophilin B. The average level of cyclophilin B slightly decreased with increasing age from 10 to 63 days of postnatal development; however, it remained stable between 10 and 21D mice raised at different ambient temperatures (17°C *vs.* 29°C) and between 56 and 63D mice reared at 23 or 4°C in each strain. The pattern of expression was the same, regardless of whether the expression of target genes was normalized to cyclophilin B or the RNA input. The 112D mice were analyzed as a separate cohort and were not compared with the other groups. Sequences of probes and primers are available on request.

#### Microarray analysis

Total RNA from the inguinal WAT (ING) of 10 and 21D mice (*n* = 16 per age group) maintained at 17 or 29°C with an RNA integrity number range of 8.6 to 9.4 (2100 Bioanalyzer; Agilent Technologies, Santa Clara, CA, USA) was used for microarray analysis of each mouse. RNA was amplified, labeled, and hybridized onto chips containing more than 56,000 probes (Single Color SurePrint G3 Mouse Gene Expression Microarrays; Agilent Technologies), according to the manufacturer’s protocol. Array images were analyzed with Agilent Feature Extraction software. GeneSpring GX 12 (Agilent Technologies) software was used for absolute and comparative analyses. Quality control after quantile normalization revealed approximately 31,000 probes. Probes below background signal or with sequences unmapped to Ensembl (release 55) transcripts were discarded. The false-discovery rate-corrected *P* value was less than 0.05. Microarray data have been deposited online in the Gene Expression Omnibus repository (National Center for Biotechnology Information, Bethesda, MD, USA), with the accession number GSE62350.

#### Western blot analysis

Adipose tissues were homogenized in RIPA buffer containing protease (PMSF, P7626, and Protease Inhibitor Cocktail P8340; Sigma-Aldrich, St. Louis, MO, USA) and phosphatase inhibitors (Pierce Phosphatase Inhibitor Mini Tablets 88667; Thermo Fisher Scientific) and incubated on ice for 1 hour. After centrifugation (10,000 *g*, 15 minutes, 4°C), the supernatants were collected, and protein concentration was determined with Bradford reagent (B6916; Sigma-Aldrich). Western blot analysis was performed as described by Xue *et al.* (7), with goat anti-uncoupling protein (UCP)-1 (sc-6529; Santa Cruz Biotechnology, Dallas, TX, USA) and mouse anti-β-actin (ab6276; Abcam, Cambridge, United Kingdom). The bands were visualized with an Odyssey imaging system (LI-COR Bioscience, Lincoln, NE, USA) with fluorescence-labeled secondary antibodies (IRDye800 and IRDye700; LI-COR), according to the manufacturer’s protocol. UCP1 signals were normalized to β-actin.

#### Histology

Fat tissues were fixed in 6% formalin, embedded in paraffin, and stained with hematoxylin and eosin for general morphologic examination. Cells expressing UCP1 were identified immunohistochemically, according to the avidin-biotin complex (ABC) method (Vector Laboratories, Burlingame, CA, USA). Endogenous peroxidase activity was blocked with 3% hydrogen peroxide in methanol. Tissue fragments were incubated with 10% normal goat serum for 1 hour followed by overnight incubation with primary antibody against UCP1 (a kind gift of Drs. Pavel Flachs and Jan Kopecky, Department of Adipose Tissue Biology, Institute of Physiology, Academy of Sciences of the Czech Republic, Prague, Czech Republic) at 4°C. The antibody was detected with rabbit anti-goat IgG biotin-conjugated secondary antibody, followed by ABC reagent (Vector Laboratories). The enzymatic reaction to reveal peroxidase was performed with 3,3-diaminobenzidine tetrahydrochloride hydrate (D5637; Sigma-Aldrich). The tissue sections were counterstained with hematoxylin.

#### Food intake

The food intake (FI) of the lactating females was monitored within a 3 day interval between 7 and 10 days of lactation of the newborn. The value was corrected by the FI of the male, estimated at 3 g/d. FI in the adult male mice was measured as shown in Supplemental Fig. S1*D*.

#### Total energy expenditure measurements

Total energy expenditure (TEE) of the pups was measured as described by Ravussin [TEE = metabolizable energy intake (MEI) – (∆somatic fat energy + ∆somatic fat-free energy)] (21). Briefly, the FI of the lactating females was corrected by both the FI of the males and the FI of the nonlactating females, estimated at 3 g/d each. The obtained value was treated as the MEI. The cumulative changes in FM and lean mass (LM) of the 8 pups per litter between 7 and 10 days of age constituted the somatic fat and fat-free energy, respectively. Metabolic efficiency (ME) was estimated as the cumulative changes in FM and LM relative to the estimated FI of the pups. We assigned caloric equivalents for changes in FM = 9.0 kcal/g and LM = 4.0 kcal/g (22) and 3.4 kcal/g for food consumed (PicoLab Rodent Diet 20 5053; LabDiet). The number of litters analyzed was 6 and 11 for the AxB8 mice at 17 and 29°C, and 11 and 9 for the B6 mice at 17 and 29°C, respectively.

#### Glucose tolerance test

The mice were not fed for 4 hours and were weighed before intraperitoneal glucose injections. For the glucose tolerance test (GTT), the glucose dose (20% in saline solution) was calculated for 2 mg/kg BW. Blood was collected by tail snipping. Blood glucose levels were measured at 0, 15, 30, 60, 90, and 120 minutes after injection.

#### Plasma parameters

Plasma insulin and leptin were measured with ELISA kits (Wide Range Mouse Insulin Immunoassay kit; Biorbyt Ltd., Cambridge, United Kingdom; Mouse/Rat Leptin ELISA kit; Phoenix Pharmaceuticals, Inc., Burlingame, CA, USA).

#### CL 316243 and thyroid hormone administration

Mice reared at 29°C received saline (control) or the β3-adrenergic receptor agonist CL 316243 at [1 mg/kg BW (6)] injection daily for 3 consecutive days, starting on postnatal day 7. Additional mice maintained at 17 or 29°C received a control or thyroid hormone [T3; 15 ng/g BW (23), Sigma-Aldrich] by intraperitoneal injection every 24 hours on postnatal days 7, 8, and 9 or 18, 19, and 20. The mice from each litter were subdivided into control and experimental groups and dissected at postnatal day 10 or 21.

### Statistics

Data sets were analyzed with Student’s *t* test or the Mann-Whitney test for single comparisons or with 2-way ANOVA when 2 or more groups were compared. Differences between the means were considered statistically significant if *P* < 0.05. Microarray data were analyzed by GeneSpring GX 12 and Ingenuity Pathway Analysis (IPA) software (Qiagen).

## RESULTS

### Ambient temperature during early development affects energy balance phenotypes

We predicted that variations in ambient temperature during the early postnatal period would influence body composition in developing mice and would affect susceptibility to DIO in adulthood. We tested this prediction in mice reared at 17 or 29°C from birth to weaning and fed an HFD for 8 weeks from 56 to 112 days of age (**Fig. 1*A***). Figure 1*B* and Supplemental Fig. S1*A* track the body composition of the same mice from birth to 112 days of age. Supplemental Table S1 presents the complete data set including mice killed at intermediate times for tissue collection for molecular analysis. Both data sets show that mice reared at 17°C before weaning had significantly lowered FM, BW, and adiposity index (AI) (Fig. 1*B*, Supplemental Fig. S1*A*, and Supplemental Table S1). The suppression of FM and adiposity by 17°C occurred first between 7 and 21 days of age in both strains of mice. In addition, LM was modestly reduced in both the 21D B6 and AxB8 mice (*P* ≤ 0.0003; Supplemental Table S1, *P* < 0.05). Of note, phenotypic differences in FM and LM content between mice reared at 17 or 29°C during lactation were no longer detectable at 56 days of age after the mice had been maintained for 5 weeks on a low-fat STD at 23°C. However, 112D B6 and AxB8 mice reared at 17°C showed a 22 and 23% reduction in FM accumulation after being fed an HFD, compared with mice raised at 29°C.

**Figure 1.**
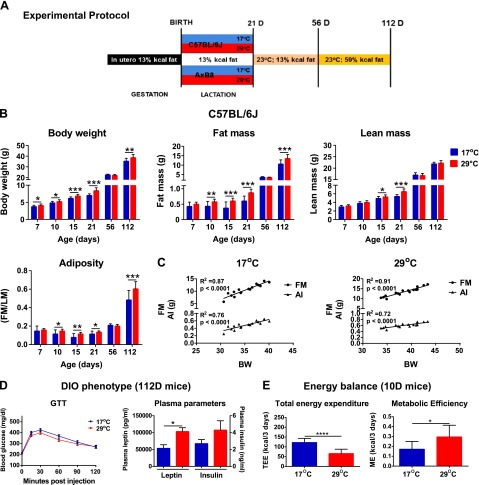
Phenotypic changes in response to variation in ambient temperature during early development. *A*) Experimental protocol. *B*) Adiposity phenotypes of B6 (C57BL/6J) mice (*n =* 16 at 17°C; *n =* 16 at 29°C). *C*) Correlation coefficient analysis between BW and FM and BW and AI (FM/LM), as determined by NMR in 112D B6 mice. *D*) The DIO phenotype determined by GTT and plasma parameters in 112D B6 mice (*n =* 7/group). *E*) TEE and ME in 10D B6 mice (8 pups per litter). Data are expressed as means ± sd. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. See also Supplemental Table S1 and Supplemental Fig. S1.

In general, the B6 mice had markedly higher BW and LM compared with the AxB8 mice (*P* < 0.05). The adult B6 mice accumulated more fat than did the AxB8 mice when fed an HFD, regardless of the ambient temperature. Total energy intake (in kilocalories per gram per week) remained unaltered in both strains of mice with respect to external environment (Supplemental Fig. S1*D*). Despite a slight decrease in fasting glucose levels in the AxB8 mice (*P* < 0.01), the GTT showed no differences in glucose tolerance (Fig. 1*D* and Supplemental Fig. S1*C*), although insulin and leptin plasma levels were significantly lower in both the B6 and the AxB8 mice reared at 17°C. Two-way ANOVA (Supplemental Table S1) showed that ambient temperature had an exclusive effect on FM before weaning, and it strongly affected the DIO phenotype in adult mice. BW correlated strongly with FM and AI in 112D mice in both strains, independent of ambient temperature (Fig. 1*C* and Supplemental Fig. S1*B*).

Lactating dams from both strains of mice that were acclimated to 17°C consumed considerably more food within a 3 day interval (between days 7 and 10 during lactation) than did the dams raised at 29°C (Supplemental Fig. S1*E*), whereas their BW remained unaltered (Supplemental Fig. S1*F*). This result indicates that, under conditions of increased EE, lactating mice preferentially increase FI, rather than burn their internal energy reserves. Moreover, 17°C significantly stimulated TEE and decreased ME in the 10D B6 (Fig. 1*E*) and AxB8 (Supplemental Fig. S1*G*) mice, estimated by using the modified energy balance method described by Ravussin *et al.* (21). The greater ME obtained by pups reared at 29°C confirmed the increased fat accumulation evidenced by NMR data.

### The expression of BA biomarker genes during early postnatal development

Variation in peroxisome proliferator-activated receptor α (*Ppara*), peroxisome proliferator-activated receptor γ coactivator 1 α (*Pgc1a*), and type II iodothyronine deiodinase (*Dio2*) mRNA levels correlates highly with differences in *Ucp1* expression in retroperitoneal WAT (RP) between cold-exposed A/J and B6 mice (7). These earlier findings, as well as those of Waldén *et al.* (24), indicate that the former genes are useful biomarkers for BAs and potential differences in the expression of *Ucp1* between B6 and AxB8 mice during cold stimulation. A key finding [**Fig. 2*A*, ***C* (B6) and *B*, *C* (AxB8)] shows that *Ucp1*, *Dio2*, and *Pgc1a* mRNA levels, as well as UCP1 protein in ING from 10D mice were not significantly increased by 17°C. In contrast, the expression of BA biomarker genes was up-regulated in ING from 21D mice reared at 17°C, together with induction of UCP1 protein. Whereas iBAT *Ucp1* mRNA was increased only in 10D B6 mice, iBAT UCP1 protein was elevated in both strains of mice raised at 17°C. At 21 days of age, iBAT *Ucp1* mRNA and UCP1 protein levels were up-regulated in both the B6 and the AxB8 mice reared at 17°C, compared with those raised at 29°C.

**Figure 2.**
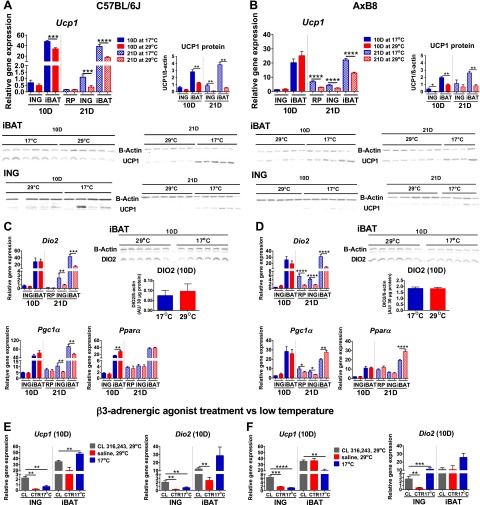
Gene expression associated with brown adipocyte induction and iBAT function during early postnatal development. *A*) *Ucp1* gene and protein expression profiles in WAT and iBAT of 10D (*n =* 8 at 17°C; *n =* 8 at 29°C) and 21D (*n =* 12 at 17°C; *n =* 15 at 29°C) B6 (C57BL/6J) mice. *B*) *Ucp1* gene and protein expression profiles of 10D (*n =* 12 at 17°C; *n =* 14 at 29°C) and 21D (*n =* 14 at 17°C; *n =* 14 at 29°C) AxB8 mice. *Dio2*, *Pgc1a*, and *Ppara* gene expression profiles in 10 and 21D B6 (*C*) and AxB8 mice (*D*)*. Ucp1* and *Dio2* gene expression profiles in 10D B6 (*E*) and AxB8 (*F*) mice injected with CL 316243 (CL) or saline (CTR). Graphs include a comparison between CL-injected mice and pups raised at 17°C. See also Supplemental Fig. S2. Data are expressed as means ± sem. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, for rearing temperature effects only for panels *A*–*D* and for the significance of treatments for panels *E* and *F*.

Although, there were no temperature-dependent differences in the expression of brown fat biomarker genes in ING from 10D mice, intraperitoneal injections of CL 316243 for 3 consecutive days, starting on day 7 of postnatal development, up-regulated the expression of *Ucp1* and *Dio2* in ING from the 10D B6 (Fig. 2*E*) and AxB8 (Fig. 2*F*) mice reared at 29°C. Notably, CL 316243 was about 4 times more effective in inducing *Ucp1* than 17°C. In addition, *Dio2* mRNA levels were increased in iBAT from the 10D B6 mice, whereas the expression of *Pgc1a* and *Ppara* in both ING and iBAT remained unaffected by administration of a β3-adrenergic receptor agonist (Supplemental Fig. S2*A, B*) and resembled the expression profiles observed in the mice raised at 17 or 29°C.

Similarities in gene expression patterns and a strong correlation between *Ucp1* and *Dio2* mRNA levels suggested that T3 signaling regulates early postnatal BA development. The expression of thyroid hormone receptor β (*ThRB*) was increased by 8.1- and 1.5-fold in ING from the 10D B6 and AxB8 mice maintained at 17°C compared to those raised in 29°C, whereas at 21 days of age, changes in the *ThrB* mRNA levels were evident only in the B6 mice (Supplemental Fig. S2*C,D*). Accordingly, we sought to augment a possible deficiency in T3 production caused by low DIO2 levels by intraperitoneal T3 administration. Similar to CL 316243 treatment, we conducted a series of daily T3 injections within a 3 day period, starting when the pups were either 7 or 18 days of age and dissected the mice at postnatal days 10 and 21. Our data showed no differences in the expression of brown fat biomarker genes in the T3- or saline-injected 10D mice (Supplemental Fig. S2*E, F*). T3 injections from postnatal day 18 to 20 resulted in an ∼3-fold increase in *Ucp1* mRNA in ING from the 21D B6 and AxB8 mice raised at 29°C, whereas there was virtually no effect in the 21D mice maintained at 17°C (Supplemental Fig. S2*G, H*).

### Postnatal development of BAs in WAT: global microarray analysis of ING

The lack of differences in the expression of BAT biomarker genes between the 10D mice reared at 17 or 29°C (Fig. 2*A, B*) suggested that ING from the 10D mice did not respond to sympathetic stimulation by 17°C. However, the experiment with CL 316243 (Fig. 2*E, F*) indicated that ING responded to treatment with a β3-adrenergic receptor agonist. To confirm this observation, we performed a high-density microarray analysis, to compare global gene expression between ING from 10D B6 mice maintained at 17 or 29°C. We detected more than 31,600 transcripts, of which only 3 were expressed at significantly different levels with respect to ambient temperature [*Ptprb*, protein tyrosine phosphatase receptor type B, fold change (FC) = 1.40; *Cog5*, component of oligomeric Golgi complex 5 (FC = 1.33); and *Zfp59*, zinc finger protein 59 (FC = 1.26); *P* (corr) < 0.05]. This finding indicates that the regulation of gene expression in ING up to 10 days of age was not affected by the 17°C ambient temperature that should have stimulated sympathetic activity. 

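RNA from whole inguinal WAT (ING) of 32 male B6 mice was hybridized to single-color mouse arrays, 1 array per mouse, with 8 mice in each of 4 groups: 10D and 21D mice raised at 17 or 29°C. Each array carries 55681 probes other than controls, and the authors deposited the fluorescence intensity of every spot, background subtracted by the scanner software and not normalized between arrays. On single arrays, 27949 to 37759 probes (50.2 to 67.8%) were well above background by the software's own test. The median was 34218.5 probes in 10D mice at 17°C, 33776 in 10D mice at 29°C, 35610.5 in 21D mice at 17°C and 35030.5 in 21D mice at 29°C. No spot was saturated on any array. Log2 signals of 2 mice of the same group correlated at r = 0.968 to 0.995 across the 25915 probes well above background on all arrays, a correlation across genes, which are not independent replicates. Intensities were log2 transformed, quantile normalized over all 32 arrays and compared between groups with limma, with Benjamini-Hochberg adjustment over the probes tested. A probe was tested where it was well above background on at least 4 of the 8 arrays of either group, and it was counted as differentially expressed at an adjusted p under 0.05 with a fold change (FC) over 1.5. Gene names came from the RefSeq accessions of the probes, which named 27521 probes (49.4%), and a gene with several probes is given by the one with the highest mean signal. The arrays sat on 8 slides that each held mice of 1 age and as many from 17°C as from 29°C, so slide is balanced in the temperature comparisons and confounded with age in the age comparisons. Single genes are given as mean log2 signal ± SD of 8 mice, with a two-sided exact permutation test over all 12870 splits of the 16 mice, for which 0.000155 is the smallest p possible. The number of arrays limits the precision of these values. The 32 mice fell into 12 runs of near-consecutive animal numbers, each within 1 group. The permutation test, and limma unless a block is named, take mice of a run as independent, so their p-values may be too small.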

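In 10D mice, 34543 probes were tested between 17 and 29°C. Of these, 3 had a limma adjusted p under 0.05, 1 of them with a FC over 1.5, and 2121 had an unadjusted p under 0.05. The count with the FC threshold moved most with all 32 arrays in 1 fit, to 4 probes, and it was 0 under 7 other settings, the Mann-Whitney test among them. With single arrays left out it ran from 0 to 2, reaching 2 without replicate 7 of the 29°C group. Zfp59 was 8.99 ± 0.09 at 17°C and 8.68 ± 0.10 at 29°C, a log2 change of 0.31 (SE 0.06, adjusted p = 0.23). The 8 mice at 17°C were all above the 8 at 29°C (exact permutation p = 0.000155), and replicate 4 of the 17°C group lay apart from the others at 9.19. Another Zfp59 probe was among the 3 probes, with a change of 0.34 (adjusted p = 0.0431). Ptprb was 13.66 ± 0.11 at 17°C and 13.81 ± 0.17 at 29°C and fell by 0.15 on the log2 scale (SE 0.08, adjusted p = 0.863, exact permutation p = 0.069). Cog5 was 6.47 ± 0.17 at 17°C and 6.43 ± 0.28 at 29°C, a change of 0.04 (SE 0.11, adjusted p = 0.993, exact permutation p = 0.711). Adjusted over the list alone, 1 of these 3 genes had an adjusted p under 0.05, which is not independent evidence, since the study chose them on these arrays.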

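Transcripts of the brown adipocyte phenotype were measured on the same 10D arrays. Ucp1 was 14.99 ± 1.61 at 17°C and 15.21 ± 1.33 at 29°C (n = 8 mice each), a log2 change of −0.23 (SE 0.69, limma adjusted p = 0.996, exact permutation p = 0.786). It ranged from 12.1 to 17.0 over the 16 mice, and mouse 1 of the 29°C group lay apart from the others of its group at 12.13. Cidea changed by −0.29 (SE 0.49, adjusted p = 0.989) and Cox8b by −0.16 (SE 0.31, adjusted p = 0.992). Cyp2b10 was well above background on 1 of the 8 arrays in each group, so no FC is given for it at this age. Adrb3 fell by 0.57 at 17°C (SE 0.16), with an exact permutation p of 0.00637 for this gene by itself and a limma adjusted p of 0.464. Of 14 brown adipocyte genes in a list fixed in advance, 13 were well above background in enough mice to be tested and all 13 were lower at 17°C, with a median log2 change of −0.19 (fry, the rotation gene set test of limma, adjusted p = 0.665 over 52 tests of lists). From the small number of transcripts that differed with ambient temperature, the paper concludes that 17°C, which should have stimulated sympathetic activity, did not affect gene regulation in ING up to 10 days of age.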

Seeing that brown fat biomarkers were induced by 17°C at 21 days of age (Fig. 2*A*, *C*), we analyzed global expression in ING from 21D B6 mice. In contrast to the 10D pups, in the 21D mice, 17°C modulated the expression of 80 genes (FC > 1.5; **Fig. 3*A***), of 30,702 targets, that are associated with carbohydrate and lipid metabolism as well as mitochondrial function [*Cyp2b10*, cytochrome P450, family 2, subfamily *b*, polypeptide 10; *Ucp1*; *Cyp2f2*, cytochrome P450, family 2, subfamily *f*, polypeptide 2; *Gyk*, glycerol kinase; *Acot11*, acyl-CoA thioesterase 11; *Cox7a1*, cytochrome *c* oxidase subunit VIIa polypeptide 1 (muscle); *Gpd2*, glycerol phosphatase dehydrogenase 2, mitochondrial; *Cox8b*, cytochrome *c* oxidase subunit VIIIb; and *Cidea*, cell death-inducing DFFA-like effector a; Supplemental Table S2]. These results suggest that ING from 21D mice responds to cold stimulation, a trait undeveloped in 10D mice.

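In 21D mice, 35429 probes were tested between 17 and 29°C, and 433 had an adjusted p under 0.05. Of these, 179 had a FC over 1.5, 69 higher and 110 lower at 17°C. They comprise 123 probes with a gene name, for 116 genes, and 56 probes without one. The count moved most without normalization between arrays, an alternative added after the data were seen, to 31 probes. It was 53 with runs of near-consecutive animal numbers as a block, 83 without replicate 3 of the 17°C group and 117 without replicate 2 of the 29°C group. Each gene named here passed limma at an adjusted p under 0.05, and for each the 2 groups overlapped in at least 1 mouse. Cyp2b10 was 11.65 ± 1.34 at 17°C and 7.58 ± 0.72 at 29°C, a log2 change of 4.07 (SE 0.50, adjusted p = 0.0029, exact permutation p = 0.000311). Ucp1 was 15.90 ± 0.51 and 13.39 ± 1.51, a change of 2.51 (SE 0.52, adjusted p = 0.0295, exact permutation p = 0.000622). Cyp2f2 was 14.76 ± 0.40 and 13.43 ± 0.60, a change of 1.33 (SE 0.24, adjusted p = 0.0147). Gyk, which the annotation lists as Gk, was 9.21 ± 0.34 and 8.03 ± 0.62, a change of 1.17 (SE 0.23, adjusted p = 0.0232). Acot11 was 10.39 ± 0.43 and 9.22 ± 0.60, a change of 1.16 (SE 0.25, adjusted p = 0.032). Cox7a1 was 16.43 ± 0.20 and 15.54 ± 0.58, a change of 0.89 (SE 0.20, adjusted p = 0.0446). Gpd2 was 12.13 ± 0.26 and 11.25 ± 0.40, a change of 0.88 (SE 0.16, adjusted p = 0.0156). Cox8b was 17.24 ± 0.16 and 16.49 ± 0.33, a change of 0.75 (SE 0.13, adjusted p = 0.00966). Cidea was 17.31 ± 0.17 and 16.64 ± 0.44, a change of 0.67 (SE 0.16, adjusted p = 0.0486). With a 75th percentile shift in place of quantile normalization, Cidea had an adjusted p of 0.117 and Cox7a1 of 0.0834, over a range across settings of 0.0411 to 0.177 for Cidea and 0.029 to 0.162 for Cox7a1. With the run block, Cyp2b10 was the only 1 of the 9 genes with an adjusted p under 0.05. Adjusted over the list alone, 9 of the 9 genes had an adjusted p under 0.05, which is not independent evidence, since the study chose them on these arrays.

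**Figure D1:**
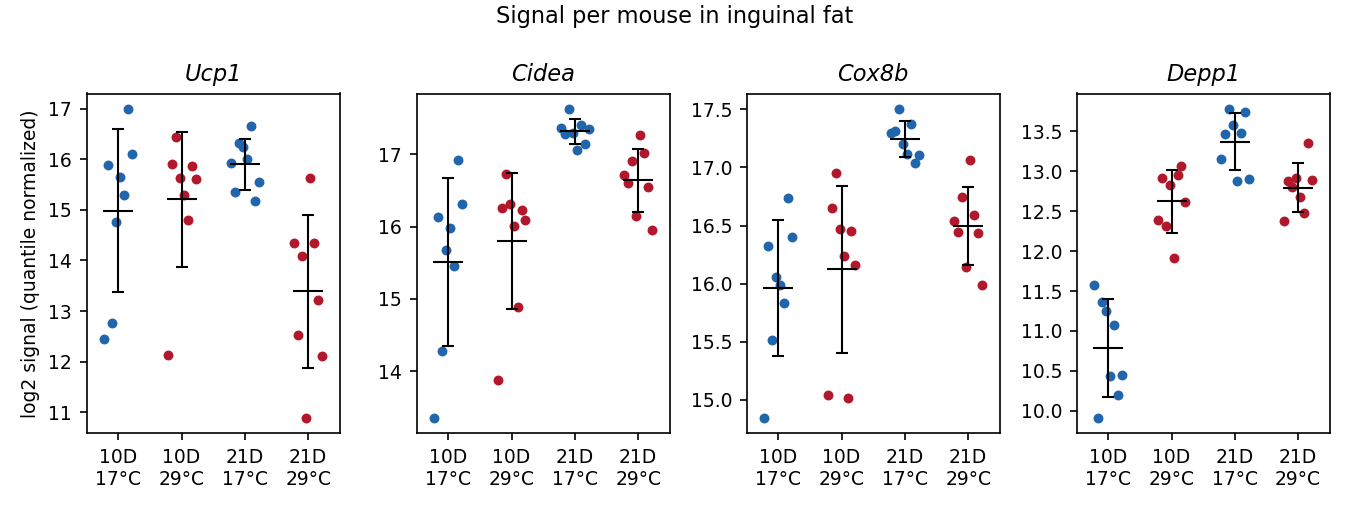
Log2 signal, quantile normalized, of Ucp1, Cidea, Cox8b and Depp1 in each of the 8 mice per group, in 10D and 21D mice raised at 17 and 29°C; points are mice, and bars are the mean ± SD. In 21D mice, Ucp1 averages 15.90 at 17°C and 13.39 at 29°C, and Depp1 averages 10.78 and 12.63 in 10D mice.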

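Whether the response to 17°C differed between the ages was tested as the interaction of age and temperature in 1 limma fit of all 32 arrays, taken as the log2 change from 29 to 17°C in 21D mice minus that in 10D mice. Of 36155 probes, 25 had an adjusted p under 0.05, 12 with a positive and 13 with a negative interaction, and 3703 had an unadjusted p under 0.05. The count moved most with the run block, to 4 probes, and with slide as a block it was 124. Of the 25 probes, 11 were differentially expressed between temperatures in 21D mice. Of the 9 genes that the paper names for 21D mice, none passed over all probes, and no value is given for Cyp2b10, which was well above background on 1 of 8 arrays in each 10D group. The other 8 had positive interactions of 0.91 to 2.73, 7 of them at an unadjusted p under 0.05. For Ucp1 it was 2.73 (SE 0.90, adjusted p = 0.23), for Gpd2 0.96 (SE 0.25, adjusted p = 0.107) and for Cidea 0.96 (SE 0.53, adjusted p = 0.561). Adjusted over the list of 9 alone, 7 of these 8 passed, which is not independent evidence. Of the 179 probes that responded in 21D mice, 170 were tested in 10D mice, and 91 of them (53.5%) changed there in the same direction. Their median change in that direction was 0.01 in 10D mice and 0.73 in 21D mice. The median in 10D mice lay at the 84.6th percentile of 10000 random lists matched on mean signal. Its sign was negative under 4 settings, at −0.01 with the run block. None of the 170 passed limma with a FC over 1.5 in 10D mice. The list of 14 brown adipocyte genes was higher at 17°C in 21D mice in 14 of 14 genes, with a median of 0.69 (fry, adjusted p = 0.0185). Its interaction had a median of 0.73 (adjusted p = 0.0985 over 40 tests of lists). From the contrast between the ages, the paper proposes that ING of 21D mice responds to cold stimulation and that 10D mice have not yet developed this trait.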

**Figure 3.**
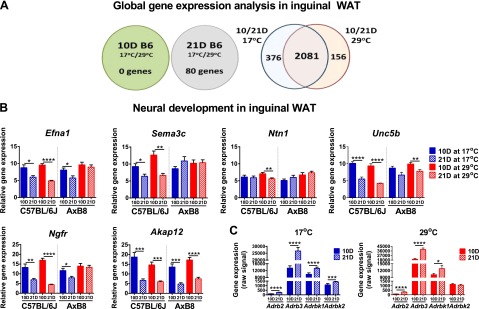
Global gene expression analysis in ING. A) Diagrams showing the results of microarray analyses of 10 and 21D B6 (C57BL/6J) mice, presenting the number of differentially expressed genes with an FC (abs) > 1.5*. B*) Expression of genes of neural development in the developing B6 and AxB8 mice*. C*) Expression of β3-adrenergic signaling genes determined by microarray analyses in 10 and 21D B6 mice. Data are expressed as means ± sem. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. See Supplemental Table S2.

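Genes that differed with temperature in the deposited arrays can be named, though they are not the set counted in Fig. 3A. By a rule set in advance, those given are up to 5 in each direction with the largest change among differentially expressed genes whose 2 groups of 8 mice do not overlap. In 10D mice this gives Depp1, which was 10.78 ± 0.61 at 17°C and 12.63 ± 0.40 at 29°C and fell by 1.84 (SE 0.24, limma adjusted p = 0.0378). Its adjusted p was 0.0678 with slide as a block and 0.128 with runs of animal numbers as a block, over a range of 0.026 to 0.313 across settings. In 21D mice, 51 of 179 differentially expressed probes did not overlap. Chance gives 0.0155% of probes not selected by a test, which is no measure for these 179. The genes higher at 17°C were Aspg with a log2 change of 1.23, Cldn5 with 0.84, Slc26a10 with 0.73, Pecr with 0.66 and Ets2 with 0.59. The genes lower at 17°C were Bcl2l10 with −1.48, Syn2 with −1.09, Bex4 with −1.03, Fam83a with −1.50 and Arhgap36. Fam83a was well above background on 7 of 8 arrays at 17°C, and its bound equals the change. Arhgap36 was well above background on 0 of 8 arrays at 17°C and 5 of 8 at 29°C and was at least 1.22-fold lower. The bound sets each array of the dim group to the higher of its lowest signal well above background and the probe's own signal. Pecr had an adjusted p of 0.0536 with the 75th percentile shift, over a range of 0.0223 to 0.222, and Arhgap36 one of 0.161 after normexp background correction, over a range of 0.0192 to 0.161. With runs of animal numbers as a block, it was 0.118 for Pecr, 0.132 for Arhgap36 and 0.092 for Fam83a, whose range was 0.0232 to 0.0953. Without normalization between arrays, 8 of the 10 genes of 21D mice had an adjusted p over 0.05, all but Aspg and Bcl2l10.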

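Fig. 3C plots signal intensities without normalization between arrays. In the deposited intensities (mean ± SEM, n = 8 mice per group), Adrb3 was 13460 ± 1334 in 10D mice and 26620 ± 2684 in 21D mice at 17°C, and 19530 ± 1785 and 38770 ± 3078 at 29°C. Adrbk1 was 9816 ± 848 and 13300 ± 725 at 17°C, and 10220 ± 570 and 12850 ± 1509 at 29°C. Adrbk2 was 1093 ± 145 and 1423 ± 73.5 at 17°C, and 1148 ± 100.4 and 1053 ± 92.8 at 29°C. These 3 genes were well above background on all 32 arrays.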

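Differential expression with age was tested at each rearing temperature as 10D minus 21D mice. At 17°C, 16451 of 35673 probes had a limma adjusted p under 0.05, and 7342 of these had a FC over 1.5, 3485 higher and 3857 lower in 10D mice. At 29°C, 14470 of 35257 probes had an adjusted p under 0.05, and 6812 had a FC over 1.5, 3282 higher and 3530 lower in 10D mice. Both counts moved most with the FC threshold removed, and after normexp background correction they were 4212 and 3888. Without normalization between arrays the median probe was 0.22 (17°C) and 0.21 (29°C) higher in 10D mice on the log2 scale, against −0.02 at both temperatures after quantile normalization, and 75.3 and 77.6% of the probes then called were higher in 10D mice. The 8 and 8 mice did not overlap for 3588 probes called at 17°C and 2954 at 29°C. Chance gives 0.0155% of probes not selected by a test, which is no measure for probes already called. Among such genes, Mest was 16.04 ± 0.37 in 10D mice and 10.04 ± 0.32 in 21D mice at 17°C, a log2 change of 6.00 (SE 0.16, adjusted p = 3.32e-12), and 5.43 at 29°C. Cyp2e1 was 10.66 ± 0.52 and 16.87 ± 0.25 at 17°C, a change of −6.21 (SE 0.19), and −6.48 at 29°C. Also among the genes with the largest changes at 17°C were Krt71, Lrrc15 (4.25) and Csta3 higher in 10D mice, and Cyp2b10, Cyp2f2 (−7.30), Mup5 (−5.84) and Mup4 (−5.76) lower. At 29°C they were Krt71, Krt33a, Krtap19-2 and Stfa1 higher and Cyp2f2, Cpne9, Acsm3 (−5.56) and Mup20 lower. Several of these were not well above background on every array and are given as bounds. Krt71, well above background on 7 and 8 arrays of 10D mice and on 0 of 21D mice, was at least 50.3-fold higher at 17°C and at least 58.6-fold at 29°C, and its SD in 10D mice was 4.27 and 3.13. Csta3 (6 and 0 arrays) was at least 5.31-fold higher at 17°C. At 29°C, Krt33a (7 and 0 arrays) was at least 17.8-fold, Krtap19-2 (8 and 4) at least 24.4-fold and Stfa1 (8 and 6) at least 22.2-fold higher, and Cyp2f2 (7 and 8) was at least 60.0-fold, Cpne9 (0 and 8) at least 24.3-fold and Mup20 (6 and 8) at least 32.0-fold lower.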

To identify molecular changes and signaling pathways that influence the development of sympathetic activity in ING in response to 17°C, we compared gene expression between the 10 and 21D B6 mice (Fig. 3*A*). Venn diagram analysis revealed that of 2457 and 2237 genes differentially expressed with age at 17 and 29°C, respectively, 2081 genes were differentially expressed at both temperatures, whereas the expression of an additional 376 was uniquely different at 17°C, and that of another 156 genes was uniquely different at 29°C. Using IPA, we determined that genes differentially expressed with age, irrespective of the ambient temperature, constituted transcripts involved in the formation and growth of plasma membrane projections, cytoskeleton organization, and cell spreading (**Table 1**), as well as protein kinase A and phosphatase and tensin homolog deleted from chromosome-10 (PTEN) signaling pathways (**Table 2**). In addition, we detected genes of axonal guidance, ephrin A signaling, neuritogenesis, and dendritic cell maturation, suggestive of the development of neural structures in ING (Tables 1 and 2). These results demonstrate that acquisition of the BAP in ING is functionally linked to axon growth and guidance (*P* = 1.28E-11) between 10 and 21 days of age, further evidenced by age-dependent differences in the expression of numerous genes of neural signaling (**Table 3**). 

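Differentially expressed probes of the age comparisons were sorted by the temperatures at which they passed the thresholds. At both temperatures 4871 probes passed, 2339 higher and 2532 lower in 10D mice, each in the same direction at 17 and 29°C. Another 2471 probes passed at 17°C alone and 1941 at 29°C alone. Counted as gene names, 2712 genes passed at both temperatures, 1126 at 17°C alone and 843 at 29°C alone. Of the 2471 probes, 2287 were tested at 29°C, where 2188 (95.7%) changed in the same direction and 1122 had an adjusted p under 0.05. Of the 1941 probes, 1774 were tested at 17°C, where 1677 (94.5%) changed in the same direction and 750 had an adjusted p under 0.05. A probe that passed at 1 temperature alone is not thereby shown to differ between temperatures. The interaction had an adjusted p under 0.05 for 4 of the 2471 probes, 6 of the 1941 and 7 of the 4871. The pathway analysis was not repeated, since the software and its gene sets were not used here.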

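Transcripts of nerve cells were measured with 2 lists fixed in advance. Of 6 neuronal genes, 4 were well above background in enough mice, and the median log2 change from 21D to 10D mice was 0.60 at 17°C (fry, adjusted p = 3.17e-06) and 0.43 at 29°C (adjusted p = 0.00013). The set test camera, with its preset correlation between genes, gave adjusted p = 0.111 at 17°C and 0.112 at 29°C for this list. Gap43, a gene of growing axons, was 12.61 ± 0.33 in 10D mice and 10.31 ± 0.54 in 21D mice at 17°C (n = 8 mice each), a change of 2.30 (limma, SE 0.21, adjusted p = 6.55e-07), and changed by 1.92 at 29°C (SE 0.24). Prph changed by 0.92 (SE 0.17) at 17°C and 0.73 (SE 0.14) at 29°C. Th, for the enzyme that starts noradrenaline synthesis, was 8.86 ± 0.15 and 8.84 ± 0.13 at 17°C, a change of 0.02 (SE 0.07, adjusted p = 0.814), and Tubb3 changed by 0.27 (SE 0.38) at 17°C. Dbh was well above background on none of the 32 arrays. In the list of 8 Schwann cell genes, 6 were higher in 10D mice at each temperature. The median was 0.29 at 17°C (fry, adjusted p = 0.232) and 0.54 at 29°C (fry, adjusted p = 0.00557, and camera, adjusted p = 0.0744). Mbp was lower in 10D mice at 17°C, by −0.33 (SE 0.10, adjusted p = 0.0143).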

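The 36 genes of Table 3 were read from the same comparison at 29°C. All 36 had a limma adjusted p under 0.05, over all probes and adjusted over the list alone, the highest being 0.0169, and 33 had a FC over 1.5. Adjustment over the list alone is not independent evidence, since the study chose the genes on these arrays. In 10D mice 32 genes were higher, with log2 changes of 0.41 to 3.11 and a median of 0.93, and 4 were lower, Tuba8, Cxcr4, Sema4d and Plxnc1, with a median of −1.07. Lymphocyte genes were also lower in 10D mice at 29°C, with a median of −1.38 for the B cell list. A smaller share of lymphocytes may therefore account for part of the fall in the leukocyte genes Cxcr4, Sema4d and Plxnc1. Sema5b was 8.93 ± 0.28 in 10D mice and 5.83 ± 0.15 in 21D mice (n = 8 mice each), a change of 3.11 (SE 0.11, adjusted p = 4.75e-11, exact permutation p = 0.000155). Slitrk6 changed by 2.32 (SE 0.20), Bmp3 by 2.23 (SE 0.17), Gli1 by 1.88 (SE 0.15), Tuba1a by 1.61 (SE 0.15), Ngfr by 1.60 (SE 0.11), Unc5b by 1.44 (SE 0.09), Sema3c by 1.40 (SE 0.26), Akap12 by 1.35 (SE 0.13), Epha3 by 1.31 (SE 0.14), Efna1 by 1.08 (SE 0.10) and Ntn1 by 0.94 (SE 0.15). Single mice lay apart from the rest of their group for Bmp3 (9.22 in 21D mouse 6) and Sema3c (12.04 in 10D mouse 2). Tuba8 changed by −1.37 (SE 0.29), Cxcr4 by −1.36 (SE 0.23), Sema4d by −0.79 (SE 0.24) and Plxnc1 by −0.61 (SE 0.19). Without normalization between arrays, Sema4d had an adjusted p of 0.184 and Plxnc1 of 0.333, over ranges of 0.00857 to 0.184 and 0.00951 to 0.333 across settings. Groups of 8 mice did not overlap for 22 of the 36 genes. From the pathway enrichment and these age-dependent differences, the paper concludes that acquisition of the brown adipocyte phenotype in ING is functionally linked to axon growth and guidance.

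**Figure D2:**
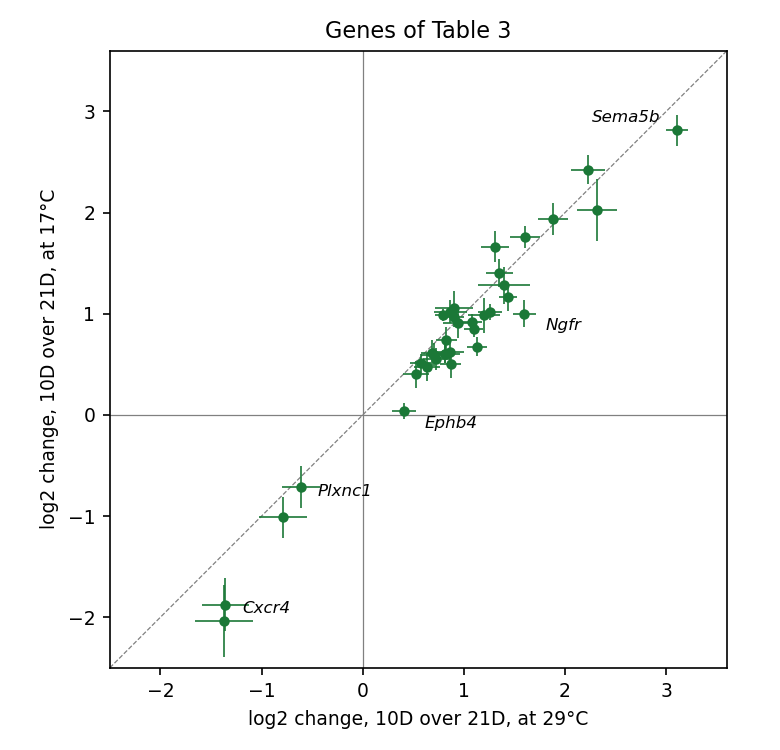
Log2 change from 21D to 10D mice of the 36 genes of Table 3 at 29°C (horizontal axis) and 17°C (vertical axis), 8 mice per group; bars are standard errors and the dashed line marks equal changes. Each of the 36 genes has the same sign on both axes, and Ephb4 lies near 0 at 17°C with a change of 0.04.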

Validation of microarray results using quantitative RT-PCR revealed that the expression of nerve growth factor receptor (*Ngfr*), ephrin-a1 (*Efna1*), A-kinase anchor protein 12 (*Akap12*), semaphorin 3c (*Sema3c*), netrin-1 (*Ntn1*), and transmembrane receptor Unc-5 homolog B (*Unc5b*) were increased in the ING of the 10D mice of both strains (Fig. 3*B*). In support of evidence for the formation of sympathetic responsiveness in ING, adrenergic β receptor kinase 1 (*Adrbk1*) and 2 (*Adrbk2*) as well as adrenergic receptor β2 (*Adrb2*) and β3 (*Adrb3*) mRNA levels were increased between 10 and 21 days of age (Fig. 3*C*).

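After quantile normalization, Adrb3 was 13.54 ± 0.33 in 10D mice and 14.78 ± 0.46 in 21D mice at 17°C (n = 8 mice each), a log2 change from 21D to 10D mice of −1.24 (SE 0.19, limma adjusted p = 7.47e-05, exact permutation p = 0.000466), where 21D mouse 3 was lowest at 13.73. At 29°C it was 14.11 ± 0.33 and 15.25 ± 0.41, a change of −1.14 (SE 0.18, adjusted p = 9.46e-05). Adrbk1, which the annotation lists as Grk2, changed by −0.76 at 17°C (SE 0.13, adjusted p = 0.00026) and −0.47 at 29°C (SE 0.15, adjusted p = 0.0212). Adrbk2, listed as Grk3, was 9.86 ± 0.52 in 10D mice and 10.62 ± 0.20 in 21D mice at 17°C, a change of −0.76 (SE 0.19, adjusted p = 0.00344). At 29°C it was 9.98 ± 0.41 and 10.11 ± 0.39, a change of −0.13 (SE 0.19, adjusted p = 0.611, exact permutation p = 0.511), which without normalization between arrays was 0.12. The interaction for Adrbk2 was 0.63 (SE 0.27, adjusted p = 0.4). Of these 3 genes, 3 passed at 17°C and 2 at 29°C, over all probes and adjusted over the list of 3 alone, which is not independent evidence. Without normalization Adrbk1 at 29°C had an adjusted p of 0.334 and Adrbk2 at 17°C of 0.0709, over ranges of 0.00565 to 0.334 and 0.00223 to 0.0709 across settings.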

**TABLE 1:** Functions regulated between 10 and 21 days of age in ING from B6 mice

Category/function	*P*	Activation *z*-score	Molecules (*n*)
Cell morphology			
Cell spreading	4.88E-16	2.577	77
Sprouting	9.83E-11	2.787	78
Cellular assembly and organization			
Formation of plasma membrane projections	6.86E-12	2.593	110
Growth of plasma membrane projections	6.72E-11	3.268	101
Outgrowth of plasma membrane projections	8.23E-11	3.638	91
Formation of cellular protrusions	4.25E-21	3.509	172
Organization of cytoskeleton	2.87E-28	3.986	268
Organization of cytoplasm	1.33E-25	4.042	276
Microtubule dynamics	1.49E-21	3.601	221
Cellular movement			
Migration of endothelial cells	1.08E-10	2.030	73
Migration of cells	3.05E-41	2.393	407
Cell movement of fibroblasts	9.16E-08	2.458	42
Cell movement of neuroglia	6.00E-07	2.484	26
Cell movement	1.82E-41	2.554	440
Nervous system development and function			
Axonogenesis	2.95E-07	3.289	41
Neuritogenesis	7.78E-13	2.377	104
Morphogenesis of neurites	1.68E-07	2.403	67
Growth of neurites	1.01E-10	3.395	100
Outgrowth of neurites	1.55E-10	3.765	90
Growth of nervous tissue	6.35E-13	4.097	125

Genes included in the analyses had an absolute FC > 1.5. The predicted activation state observed at 10 days was “increased” for all categories and functions.

**TABLE 2.** Signaling pathways regulated between 10 and 21 days of age in ING from B6 mice

Ingenuity canonical pathway	*P*	Down-regulated genes (10D/21D)	Up-regulated genes (10D/21D)	Ratio
Axonal guidance	1.28E-11	15/487	67/487	82/487
Integrin signaling	2.85E-05	9/208	26/208	35/208
Protein kinase A signaling	3.61E-05	24/409	34/409	58/409
Notch signaling	5.07E-05	1/43	11/43	12/43
Phospholipase C signaling	2.05E-04	24/265	14/265	38/265
Reelin signaling in neurons	3.26E-04	8/85	9/85	17/85
Paxillin signaling	3.29E-04	6/117	14/117	20/117
Actin cytoskeleton signaling	4.88E-04	10/242	24/242	34/242
Gap junction signaling	5.62E-04	9/181	19/181	28/181
Epithelial adherens junction signaling	1.81E-03	4/154	20154	24/154
Dendritic cell maturation	2.65E-03	20/211	7/211	27/211
Netrin signaling	3.51E-03	2/58	8/58	10/58
PTEN signaling	1.40E-02	8/139	10/139	18/139
Ephrin A signaling	2.51E-02	3/54	6/54	9/54

**TABLE 3.** Genes of axonal guidance differentially expressed with age in ING at both ambient temperatures

Gene symbol	Gene name	Fold change (10D/21D)	*P* (corr)	Raw signal 10D	Raw signal 21D
*Ablim3*	Actin binding LIM protein family, member 3	2.19	9.65 E-7	12851.34	5096.22
*Akap12*	A kinase (PRKA) anchor protein 12	2.55	3.63E-6	23995.28	7418.80
*Bmp1*	Bone morphogenetic protein 1	2.07	3.15E-4	3347.90	1376.44
*Bmp3*	Bone morphogenetic protein 3	4.69	5.47E-7	1556.17	277.67
*Cxcr4*	Chemokine (C-X-C motif) receptor 4	−2.56	4.36E-4	345.48	736.95
*Efna1*	Ephrin A1	2.11	2.61E-6	3147.43	1260.76
*Epha2*	Eph receptor A2	1.55	1.30E-3	962.28	519.21
*Epha3*	Eph receptor A3	2.48	7.19E-6	423.09	142.28
*Ephb4*	Eph receptor B4	1.58	1.78E-5	1823.39	1154.75
*Fzd1*	Frizzled family receptor 1	1.61	1.57E-4	3294.49	1737.36
*Fzd2*	Frizzled family receptor 2	2.30	5.65E-5	1510.22	553.03
*Fzd4*	Frizzled family receptor 4	2.13	1.12E-6	27910.91	11573.53
*Gli1*	GLI family zinc finger 1	3.69	6.92E-7	1546.43	352.42
*Gli3*	GLI family zinc finger 3	1.88	7.20E-6	875.61	391.09
*Glis2*	GLIS family zinc finger 2	2.40	2.61E-6	5800.04	2071.55
*Neo1*	Neogenin 1	1.64	6.59E-4	1993.71	1025.67
*Ngfr*	Nerve growth factor receptor	3.04	1.78E-7	1908.67	529.36
*Ntn1*	Netrin1	1.93	2.53E-4	847.38	369.33
*Nrp1*	Neuropilin 1	1.78	2.74E-5	2056.64	974.00
*Nrp2*	Neuropilin 2	1.76	8.48E-7	12442.03	6130.56
*Ntrk3*	Neurotrophic tyrosine kinase receptor, type 3	1.62	3.10E-3	2443.41	1275.19
*Plxna3*	Plexin A3	1.83	8.56E-4	342.15	156.10
*Plxna4*	Plexin A4	1.83	2.01E-5	665.49	303.65
*Plxnb3*	Plexin B3	1.83	1.69E-4	392.32	178.84
*Plxnc1*	Plexin C1	−1.53	2.22E-2	655.39	836.41
*Plxnd1*	Plexin D1	1.51	2.69E-5	1811.96	1006.60
*Sema3c*	Semaphorin 3C	2.64	9.06E-4	9006.91	2944.58
*Sema4d*	Semaphorin 4D	−1.73	1.94E-2	1183.27	1717.65
*Sema5b*	Semaphorin 5B	5.52	2.70E-7	300.19	44.94
*Slitrk6*	Slit and Ntrk-like family, member 6	5.01	1.53E-6	303.93	50.48
*Smo*	Smoothened, frizzled family receptor	1.73	1.69E-6	11376.56	5678.09
*Srgap1*	Slit-Robo Rho GTPase activating protein 1	2.03	1.10E-3	239.78	98.54
*Tuba1a*	Tubulin, α 1a	2.98	1.01E-6	86573.28	27387.47
*Tuba8*	Tubulin, α 8	−2.59	2.26E-3	1037.29	2270.74
*Unc5a*	Unc-5 homolog A (*C. elegans*)	1.87	2.10E-3	4363.89	1992.32
*Unc5b*	Unc-5 homolog B (*C. elegans*)	2.71	4.10E-8	3761.43	1171.69

The expression of the chosen genes with an absolute FC > 1.5 (*n =* 8 mice/group) is shown. Fold change difference was generated based on normalized signals obtained from mice reared at 29°C (data not shown).

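On the scale of fold changes, the genes of Table 3 at 29°C ran from Sema5b with 8.61-fold and Slitrk6 with 4.98-fold to Ephb4 with 1.33-fold, Ntrk3 with 1.44-fold and Plxnd1 with 1.49-fold, the 3 that stayed under the FC threshold. In intensities without normalization (mean ± SEM, n = 8 mice per group), Sema5b was 556.3 ± 59.3 in 10D mice and 52.6 ± 2.90 in 21D mice at 29°C, and Ngfr was 1934 ± 114.8 and 536.5 ± 30.4. At 17°C, 35 of the 36 genes had a limma adjusted p under 0.05, 35 also when adjusted over the list alone, and 30 had a FC over 1.5. The exception was Ephb4 (SE 0.08, adjusted p = 0.702), for which another probe passed. The median change at 17°C was 0.95 for the 32 genes higher in 10D mice and −1.44 for the 4 lower, and 22 of the 36 did not overlap there.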

In addition to temperature-independent changes in ING between 10 and 21 days of age, the expression of genes of mitochondrial function and the BAP were up-regulated at 17°C [*e.g.*, *Cyp2b10* (FC = 251.69); *Acot11* (FC = 3.48); *Cidea* (FC = 3.48); *Cpt1b*, carnitine palmitoyltransferase 1B (muscle) (FC = 2.94); *Cox8b* (FC = 2.42); *Dio2* (FC = 2.38); and *Cox7a1* (FC = 2.35)], indicative of the maturation of the BAP between 10 and 21 days of age. 

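In 21D mice at 17°C, Cyp2b10 was 11.65 ± 1.34, and in 10D mice it was well above background on 1 of 8 arrays, so it was at least 98.0-fold lower in 10D mice (limma adjusted p = 1.81e-06). Acot11 was 8.58 ± 0.69 in 10D mice (n = 8 mice per group) and changed by −1.80 from 21D to 10D mice (SE 0.27, adjusted p = 6.52e-05), a FC of 3.49. Cidea was 15.51 ± 1.16 in 10D mice, a change of −1.80 (SE 0.39, adjusted p = 0.00138) and a FC of 3.48. Cpt1b was 11.52 ± 0.69 and 12.73 ± 0.23, a change of −1.21 (SE 0.24, adjusted p = 0.000782) and a FC of 2.32. Cox8b was 15.96 ± 0.59 in 10D mice, a change of −1.28 (SE 0.20, adjusted p = 0.000112) and a FC of 2.43. Dio2 was 7.64 ± 1.18 and 8.89 ± 0.62, a change of −1.25 (SE 0.44, adjusted p = 0.0301, exact permutation p = 0.0208) and a FC of 2.38. Its adjusted p was 0.0803 without normalization between arrays, over a range of 0.0226 to 0.0803 across settings. Cox7a1 was 15.19 ± 0.88 in 10D mice, a change of −1.24 (SE 0.30, adjusted p = 0.00316) and a FC of 2.36. The groups of 8 mice did not overlap for Cyp2b10, Acot11, Cidea and Cox8b, each with an exact permutation p of 0.000155. All 7 genes passed over all probes and adjusted over the list alone, which is not independent evidence. Ucp1 changed by −0.92 at 17°C (SE 0.56, adjusted p = 0.196). The list of brown adipocyte genes was lower in 10D mice in 14 of 14 genes, with a median of −1.24 (fry, adjusted p = 0.000481). From these genes the paper proposes a maturation of the brown adipocyte phenotype between 10 and 21 days of age.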

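At 29°C, Cyp2b10 was well above background on 8 of 8 arrays of 21D mice and on 1 of 8 of 10D mice, and was at least 6.59-fold lower in 10D mice (limma adjusted p = 2.81e-05). Cidea was 15.80 ± 0.94 in 10D mice and 16.64 ± 0.44 in 21D mice (n = 8 mice each), a log2 change from 21D to 10D mice of −0.84 (SE 0.34, adjusted p = 0.0589, exact permutation p = 0.0199). With a 75th percentile shift it was −1.06 (adjusted p = 0.0197), over a range of adjusted p across settings of 0.0197 to 0.0936. Acot11 changed by −0.49 (SE 0.25, adjusted p = 0.126), Dio2 by −0.43 (SE 0.38, adjusted p = 0.385) and Cox8b by −0.37 (SE 0.26, adjusted p = 0.275). In 10D mice at 29°C, mouse 1 lay apart from the others for Dio2, at 5.60. Cox7a1 changed by −0.02 (SE 0.38, adjusted p = 0.971), and Cpt1b by −0.01 (SE 0.34, adjusted p = 0.98), a sign that turned positive after normexp background correction (0.004) and without normalization (0.21). Ucp1 was higher in 10D mice at 29°C, by 1.82 (SE 0.66, adjusted p = 0.0367, exact permutation p = 0.0239). This is RNA of whole tissue, and its order is opposite to that of the protein in the paper's stained sections. There, B6 mice were negative for UCP1 at 10D and had UCP1-positive cells at 21D, at both temperatures. The interaction of age and temperature was 1.32 for Acot11 (SE 0.38, adjusted p = 0.153), 1.21 for Cox7a1 (adjusted p = 0.38) and 1.20 for Cpt1b (adjusted p = 0.294), and of the 6 genes other than Cyp2b10, 4 had an unadjusted p under 0.05 and none passed over all probes.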

Except for *Cyp2b10* (FC = 20.37), none of these changes was among the 156 transcripts found in the animals raised at 29°C.

### Involution and reemergence of the BAP during cold exposure

ING collected from the 10D B6 (**Fig. 4*A***) and AxB8 (Fig. 4*B*) mice, reared at 17 or 29°C, resembled typical unilocular WAT with virtually no multilocular cells characteristic of BAs. A few clusters of cells positive for UCP1 were detected in the AxB8 mice reared at 17°C, but not in the B6 mice. Histologic sections of ING from the 21D B6 and AxB8 mice were dominated by BA-like cells, irrespective of the ambient temperature. Sections of ING from 21D mice reared at 29°C showed large regions of brown-like adipocytes with enlarged lipid vacuoles, resembling iBAT from mice reared at thermoneutrality or deficient in UCP1 (25). Whereas ING sections from 10D mice were UCP1 negative (Fig. 4, inset images) at both 17 and 29°C, UCP1-positive signals were obtained for multilocular cells dispersed within ING from 21D mice reared at both ambient temperatures, albeit with a more intense UCP1-positive reaction found for mice raised at 17°C. These results, together with BAT gene expression data, indicate that ING undergoes its developmental program, which includes assembling BAs at 21 days of age, irrespective of external environment. Next, we tested the idea that if the number of BAs is determined genetically between birth and weaning, then reemergence of the BAP in WAT of adult mice exposed to cold would be similar, irrespective of prior rearing conditions (**Fig. 5*A***). Although the BAP was present in the 21D mice, after 5 weeks at 23°C, ING resembled traditional WAT with no trace of BAs or UCP1-positive signals clearly visible in the mice at weaning (Fig. 4*A, B*). In addition, the expression of BAT biomarker genes in WAT from 56D mice was very low, despite prior ambient temperature, with undetectable levels of UCP1 protein (Fig. 5*B, C*). After 7 days at 4°C, the ING acquired a brown fat morphology (Fig. 4*A, B*) that was indistinguishable in the 63D B6 (Fig. 5*B, D*) and AxB8 (Fig. 5*C*, *E*) mice, despite the previous environmental conditions. Exposure to 4°C robustly induced the expression of thermogenic genes (∼300-fold for *Ucp1* in B6 and ∼25-fold in the AxB8) in mice maintained at both 17 and 29°C before weaning. The sole major significant difference was the higher levels of BAT biomarker genes in the RP of the AxB8 mice, compared with levels in the B6 mice (**Fig. 6*A***). Despite a similar response to ambient temperature in both strains of mice, in general, *Ucp1* expression in ING was more robust in the AxB8 mice. These results indicate that the thermogenic potential of brite cells from B6 mice remains equal, irrespective of environmental conditions from birth to weaning. Five weeks after weaning, the expression of thermogenic genes present at 21 days of age regressed, but they were reinduced to similar levels in the mice reared at 17 or 29°C when the temperature was reduced to 4°C. The same applies to the AxB8 mice, except that these mice have a higher capacity for BA induction determined from a genetically variable developmental program (26) that may be based on the number of brite cells, as suggested by immunohistology of retroperitoneal fat from recombinant inbred strains with variable *Ucp1* induction (6).

**Figure 4.**
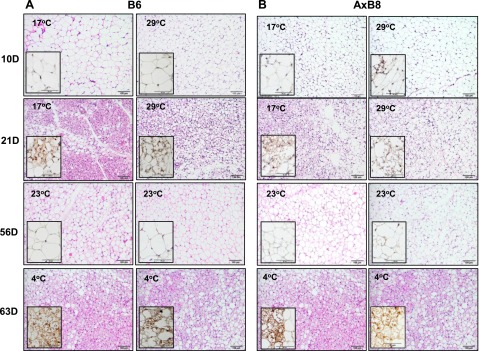
Histologic examination of inguinal BAP**.** Sections of ING from 10, 21, 56 (moved to 23°C at weaning), and 63D (moved to 23°C at weaning and exposed to 4°C for 7 days) B6 (C57BL/6J) (*A*) and AxB8 (*B*) mice maintained at 17 or 29°C during the preweaning period. Large images show the complex patterns of reversible white and brown adipocyte morphology as a function of age and ambient temperature, stained with hematoxylin and eosin. Scale bar, 100 µm. Inset images show anti-UCP1 immunohistochemical staining, counterstained with hematoxylin. Scale bar, 50 µm.

**Figure 5.**
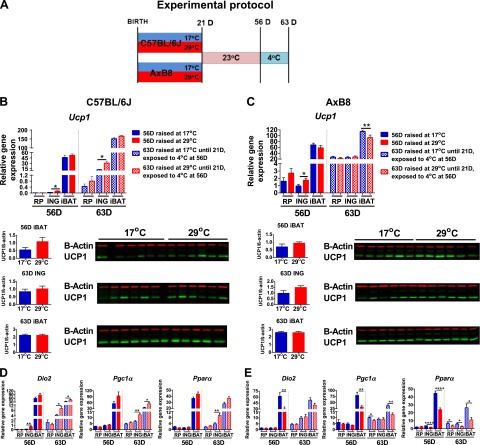
Reversible expression of BAT biomarker genes in RP, ING, and interscapular fat from adult mice maintained at 23°C or exposed to 4°C for 7 days**.** *A*) Experimental protocol. Expression profiles of *Ucp1* mRNA and protein levels in 56 and 63D B6 (C57BL/6J) (*B*) and AxB8 (*C*) mice. Corresponding mRNA levels of *Dio2*, *Pgc1a*, and *Ppara* in 56 and 63D B6 (*D*) and AxB8 (*E*) mice (*n =* 7–10 mice/group). Data are expressed as means ± sem. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Significances are for the effects of rearing temperature.

**Figure 6.**
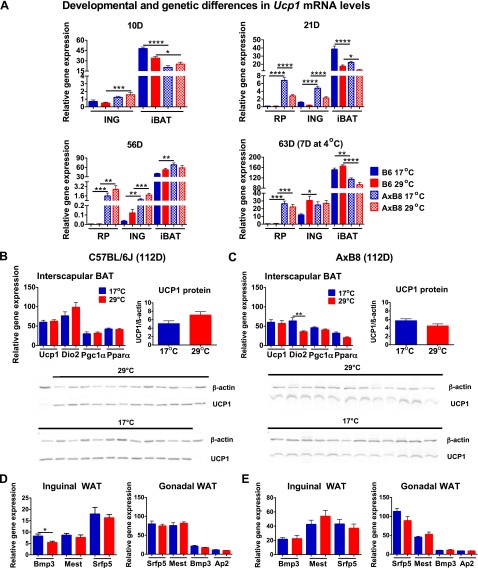
Genetic and developmental differences between the interscapular and WAT brown adipogenesis programs**.** *A*) Developmental and genetic differences in *Ucp1* mRNA levels between B6 (C57BL/6J) and AxB8 mice. Interscapular BAT gene and protein levels in 112D B6 (*B*) and AxB8 (*C*) mice (*n =* 11–16). The expression of WAT expansion genes in ING and epididymal WAT of adult B6 (*D*) and AxB8 (*E*) mice. Data are expressed as means ± sem. *P < 0.05, *P* < 0.01, *P* < 0.001, *P* < 0.0001.

### Adipose tissue phenotypes in adult mice with DIO

Despite a slight increase in *Dio2* in the AxB8 mice, 17°C during early postnatal development did not affect the expression of iBAT biomarker genes in the 112D mice from both strains (Fig. 6*B, C*). Moreover, the amount of UCP1 protein in iBAT from those mice was indistinguishable with respect to ambient temperature. Physiologic data suggest that WAT expansion is greater in the 112D mice fed an HFD for 8 weeks and maintained at 29°C during the preweaning period. Therefore, we measured the expression of genes associated with WAT expansion (*Bmp3*, bone morphogenetic protein 3; *Mest*, mesoderm-specific transcript, and *Sfrp5,* secreted frizzled*-*related protein 5) (27–29). The analyses of inguinal and epididymal WAT revealed no temperature-dependent differences in the expression of WAT biomarker genes in either strain of mice (Fig. 6*D, E*).

## DISCUSSION

This study on the effects of ambient temperature during the early postnatal period revealed novel features of BA development in white fat. First, sympathetic activity in WAT in response to low ambient temperature was not present until the mice were between 10 and 21 days of age. Second, the BAP was more intensely expressed in 21D mice reared at 17°C, but this difference was lost when the mice were subsequently maintained at the same temperature—that is, at 23°C from 21 to 56 days of age and at 4°C from 56 to 63 days. This result suggests that the thermogenic potential of brite cells is determined genetically between birth and weaning. Third, the involution of the BAP in WAT occurred between 21 and 56 days of age. Recently, an investigation of the development of brown fat in the lamb described a perirenal tissue that has the cellularity and precocious expression of UCP1 at birth, similar to mouse iBAT, but loses the brown phenotype within 7 days after birth, somewhat similar to brite cells in the mouse (30).

Molecular and morphologic data showed that ING from 10D pups did not respond to SNS stimulation at an ambient temperature of 17°C, despite a significant reduction in FM, indicative of the increased fatty acid (FA) oxidation that supplies substrates for the activation of classic iBAT thermogenesis. The preweaning *Ucp1^−/−^* mice do not survive an ambient temperature of 23°C, and therefore, an active UCP1-dependent thermogenesis is essential in the neonatal mouse (31). As FAs are abundant in mouse milk (32) newborn pups may use those ingested directly from mother’s milk. A greater energy content of milk produced by dams kept at 8°C (33) suggests higher availability of FAs for pups raised at 17°C. Excess FAs supplied with milk may be deposited in WAT, resulting in increased adiposity at 29°C. We observed no temperature-dependent differences in the expression of adipose triglyceride lipase (*Pnpla2*; patatin-like phospholipase domain-containing protein 2); hormone-sensitive lipase (*Lipe,* mouse hormone-sensitive lipase); and other lipolytic enzymes [*e.g.*, *Mgll,* monoacylglycerol lipase, or *Lpl,* lipoprotein lipase (data not shown)]. *Pnpla2* mRNA levels were slightly increased with age, whereas *Mgll* and *Lpl* levels were higher in the 10D mice, suggesting that the FAs for iBAT thermogenesis during early development could be supplied by lipases, independent of β-adrenergic stimulation.

Although 17°C did not stimulate the expression of BAT biomarker genes in 10D mice (Fig. 2*A, B*), administration of CL 316243 increased *Ucp1* and *Dio2* mRNA levels in ING from the 10D B6 (Fig. 2*E*) and AxB8 (Fig. 2*F*) mice reared at 29°C. Since both cold and CL 316243 induce BA in WAT of adult mice (5–7), induction of *Ucp1* in response to CL 316243, but not by an ambient temperature of 17°C, at 10 days, may be caused by the inability of the CNS to properly integrate and transmit the ambient temperature signals to WAT in the neonatal mouse. The hypothalamic-pituitary-adrenal axis in the mouse is activated at around day 12 of postnatal development (34), and it is possible that the central thermoregulatory network controlling BAT thermogenesis in WAT becomes functional after 10 days of age. The inability to respond to cold stimulation at 10 days of age may result from immature neural innervation and an improper signal transduction cascade from the CNS to the WAT; however, at this time, the development of the central regulatory neural circuits for cold-activated thermogenesis is unknown. The comparative microarray analysis of gene expression in ING revealed that major development of WAT occurred between 10 and 21 days and that much of it was independent of the ambient temperature (Fig. 3*A*). The modulation of expression of genes involved in neural signaling [*e.g.*, *Akap12* (35), *Efna1* (36), *Ntn1*, and *Unc5b* (37)] occurred between 10 and 21 days of age, independent of the ambient temperature. Therefore, the ability to respond to cold stimulation and subsequent acquisition of the BAP may rely on WAT remodeling during the early postnatal period. An ambient temperature of 17°C activated thermogenesis in 21D mice when the capacity to respond to the SNS stimulation by cold had developed. In contrast, the expression of brown fat biomarker genes was markedly lower in WAT from the 21D mice reared at 29°C, indicating an attenuated induction of the BAP.

The question of the origin of brite cells in adult mice is controversial. Several groups have found that BAs in adult WAT arise from *de novo* proliferation of progenitors distinct from classic white/BA precursors (3, 38–40). *In vivo* lineage-tracing studies have shown that inducible BAs in subcutaneous WAT differentiate from a subpopulation of stromal cells capable of becoming brown or white adipocytes, depending on external signals (41). Others believe that BAs in WAT appear as a result of white-to-brown transdifferentiation (42). Rosenwald *et al.* (43) reported that a brite and white adipocyte interconversion constitutes a physiologic mechanism of adaptation to cold stimulation in adult mice. Recent gene-tracing studies revealed that BAs in ING, upon cold exposure, arise from preexisting unilocular adipocytes, not as a result of proliferation and recruitment of progenitor cells (44). Our results support a model in which cold activates the BAP in existing adipocytes, whereas the thermogenic capacity of BA in WAT is determined genetically during early development. At 56 days of age, a complete involution of the BAP induced in WAT at weaning was observed (Fig. 4), with no measurable differences in the expression of brown fat biomarker genes between mice raised at 17 or 29°C (Fig. 5). Disappearance of the BAP occurred between 21 and 56 days of age at 23°C, even though this temperature has been said to cause cold stress in mice (45). Upon exposure to 4°C, the BAP was induced in a manner consistent with equal capacity for thermogenesis, irrespective of environmental conditions from birth to weaning. Recently, Contreras *et al.* (46) concluded that BA induction in ING from adult mice requires continuous sympathetic stimulation. The environment, ambient temperature, nutrition (11), or drugs (20) only transiently modulated activation of the BAP, whereas the initial development of brite cells at 21 days of age was independent of environmental factors.

The AxB8 mice were characterized by higher induction of BAs in WAT, with greater differences found in RP than in ING, compared to induction in the B6 mice and consistent with the results of Guerra *et al.* (6). Genetic variation in mice, determined by *Ucp1* mRNA levels indicating greater thermogenic capacity, was evident from 10 days of age at both ambient temperatures (Fig. 6*A*). These differences in brite cell development are in agreement with original studies from our laboratory and a recent study by Lasar *et al.* (47). During cold exposure, differential expression of *Ucp1* and the number of BAs present in the RP was genetically controlled, whereas the genetic differences were not evident in ING (6, 26). Depot-specific variation in the ability to respond to cold stimulation may result from distinct developmental origins for visceral and subcutaneous WAT (48).

Prolonged cold exposure induces hyperplasia of classic BAs in rodents (49). Lee *et al.* (44) showed that cold-stimulated proliferation and differentiation of BA progenitors in iBAT is restricted to a narrow dorsal region of iBAT. In our study, iBAT *Ucp1* mRNA levels were relatively stable in the B6 and AxB8 mice from 10 to 56 days of age, increased in response to 4°C at 63 days, and reverted to basal levels in the 112D mice. This result is consistent with stable *Ucp1* mRNA levels during development in B6 and A/J mice and an induction of *Ucp1* after cold stimulation (2). Purported changes in the number of iBAT cells may reflect cell turnover processes similar to those observed during tissue renewal and regeneration (50). Thus, the net number of BAs may not change, although cold may accelerate cell turnover.

Adiposity was reduced in the developing pups and adult mice with DIO that were reared at 17°C during the lactation period. Behavioral studies have shown that lower ambient temperatures initiate thermoregulatory huddling, a mechanism by which grouped mice reduce heat loss and increase their ME in response to thermal challenge (51, 52). TEE was increased in 10D mice raised at 17°C compared with that in those raised at 29°C, with no accompanying changes in inguinal BAP, although iBAT UCP1 protein was elevated in both the B6 and AxB8 mice kept at 17°C. These results were due to the instability of the mitochondria and UCP1 at 29°C (53). The lack of thermogenesis at 29°C may increase degradation of ubiquitinated UCP1 and mitochondria (54). Despite differences in FM and adiposity between 112D mice fed an HFD for 8 weeks kept at 17°C and those kept at 29°C during the lactation period, no molecular changes in WAT were found. Since there were no temperature-dependent differences in the amount of iBAT UCP1, we are skeptical as to whether increased iBAT thermogenesis during early postnatal development at 17°C is the underlying mechanism for decreased fat accumulation in adult mice. The same differences in DIO were observed in mice undernourished from birth to weaning, suggesting that a critical factor may be the levels of adiposity during early development and not differences in BA induction (11). Reduced adiposity during adulthood may be caused by permanent changes in metabolic rate during the preweaning period. Differences in ME observed between 10D mice raised at 17°C *vs.* 29°C may define their body composition in adult life, consistent with previous studies on malnutrition showing that the early environment has long-term consequences for BW gain (12, 55).

BA development in WAT occurred during the early postnatal period, independent of the external environment. Stimulation of the SNS by cold, a β3-adrenergic agonist, or by diet, only modulated the BAP, whereas the number and thermogenic potential of BAs were determined by a genetic developmental program. Studies using dopamine β-hydroxylase knock-out (DBH KO) mice have indicated that noradrenaline is essential for the regulation of BAT function rather than the number of BAs (56). In addition, DBH KO mice have shown that adrenergic signaling is not required for the postnatal development of the CNS adrenergic system (57). Our results show that the response to cold stimulation and subsequent activation of the BAP in WAT developed between 10 and 21 days of age, in parallel with the acquisition of SNS responsiveness. In the next step, a mechanism for involution of BAs occurred that then worked in concert with reactivation of the BAP on sympathetic stimulation in adult life. Involution of the BAP represents a fundamental difference between BAs in white and interscapular brown fat. In the former, the *Ucp1* phenotype is completely lost during the transition from cold to warmth, whereas iBAT Ucp1 maintains a functional reservoir of thermogenesis even at thermoneutrality. Therefore, a major source of variation in brown adipogenesis is the number of BAs that are allelically variant among inbred strains of mice. Decreased ambient temperature induces the BAP and increases EE in humans (58), and exploiting individual genetic variability in BA induction could therefore lead to devising strategies to maximize the BAP in response to cold or adrenergic agonist stimulation. Given the probable limitations of various pharmacological strategies that increase the amount and activity of BA in humans (59), further understanding of mechanisms regulating the initial development of BAs in WAT could enable new therapeutic interventions to stimulate and retain brown fat as an antiobesity therapy.

## Supplementary Material

Supplemental Data

## Abbreviations

ABC: avidin-biotin complex
*Acot11*: acyl-CoA thioesterase 11
AI: adiposity index
BA: brown adipocyte
*Akap12*: A-kinase anchor protein 12
BAP: brown adipocyte phenotype
BAT: brown adipose tissue
BW: body weight
*Cidea*: cell death-inducing DFFA-like effector a
*Cox7a1*: cytochrome *c* oxidase subunit VIIa polypeptide 1 (muscle)
*Cox8b*: cytochrome *c* oxidase subunit VIIIb
*Cyp2b10*: cytochrome P450, family 2, subfamily *b*, polypeptide 10
D: day-old
DBH KO: dopamine β-hydroxylase knockout
DIO: diet-induced obesity
*Dio2*: iodothyronine deiodinase-2
EE: energy expenditure
*Efna1*: ephrin-a1
FA: fatty acid
FC: fold change
FI: food intake
FM: fat mass
GTT: glucose tolerance test
HFD: high-fat diet
iBAT: interscapular BAT
ING: inguinal white adipose tissue
IPA: Ingenuity Pathway Analysis
*Lpl*: lipoprotein lipase
LM: lean mass
ME: metabolic efficiency
MEI: metabolizable energy intake
*Mgll*: monoacylglycerol lipase
*Ntn1*: netrin-1
*Pgc1a*: peroxisome proliferator-activated receptor γ coactivator 1 α
*Pnpla2*: patatin-like phospholipase domain-containing protein 2
*Ppara*: peroxisome proliferator-activated receptor α
PTEN: phosphatase and tensin homologue deleted from chromosome-10
RP: retroperitoneal white adipose tissue
SNS: sympathetic nervous system
STD: standard chow diet
T3: thyroid hormone, TEE, total energy expenditure
*ThRB*: thyroid hormone receptor β
UCP1: uncoupling protein1
*Unc5b*: transmembrane receptor Unc-5 homolog B
WAT: white adipose tissue

# Supplementary material for: Low ambient temperature during early postnatal development fails to cause a permanent induction of brown adipocytes
**Source:** FASEB J. 2015 Apr 20;29(8):3238–52. doi: 10.1096/fj.15-271395
**Supplement:** Supplemental Data

Low ambient temperature during early postnatal development fails to cause a permanent induction of brown adipocytes — Supplemental Data 

# Low ambient temperature during early postnatal development fails to cause a permanent induction of brown adipocytes

## Supplemental Data

**Files in this Data Supplement:**

- Supplemental Data
- Supplemental Data
- Supplemental Data
- Supplemental Data

# Supplementary material for: Low ambient temperature during early postnatal development fails to cause a permanent induction of brown adipocytes
**Source:** FASEB J. 2015 Apr 20;29(8):3238–52. doi: 10.1096/fj.15-271395
**Supplement:** Supplemental Data

**Table S1. Phenotypes of C57BL/6J and AxB8 mice maintained at different ambient temperatures during early post-natal development (related to Figure 1) - an effect of the ambient temperature or genetic background (Two-way ANOVA).**

|     |                | C57BL/6J      |               | AxB8          |               | Two-way ANOVA |             |             |
|-----|----------------|---------------|---------------|---------------|---------------|---------------|-------------|-------------|
|     |                | 17°C          | 29°C          | 17°C          | 29°C          |               |             |             |
| Day |                | Mean (g) ± SD | Mean (g) ± SD | Mean (g) ± SD | Mean (g) ± SD | strain        | temperature | interaction |
| 7   | Number of mice | 57            | 42            | 56            | 64            |               |             |             |
|     | Body weight    | 3.97 ± 0.53   | 3.82 ± 0.60   | 3.66 ± 0.57   | 3.76 ± 0.64   | *             | ns          | no          |
|     | Fat mass       | 0.38 ± 0.13   | 0.45 ± 0.11   | 0.43 ± 0.16   | 0.52 ± 0.12   | **            | ****        | no          |
|     | Lean mass      | 3.30 ± 0.44   | 3.11 ± 0.49   | 2.92 ± 0.48   | 2.89 ± 0.60   | ****          | ns          | no          |
|     | Adiposity      | 0.12 ± 0.05   | 0.14 ± 0.02   | 0.14 ± 0.04   | 0.19 ± 0.06   | ****          | ****        | no          |
| 10  | Number of mice | 54            | 52            | 56            | 71            |               |             |             |
|     | Body weight    | 5.06 ± 0.68   | 5.01 ± 0.52   | 4.79 ± 0.70   | 4.73 ± 0.80   | **            | ns          | no          |
|     | Fat mass       | 0.37 ± 0.17   | 0.50 ± 0.13   | 0.41 ± 0.13   | 0.59 ± 0.14   | ***           | ****        | no          |
|     | Lean mass      | 4.16 ± 0.55   | 3.94 ± 0.45   | 3.74 ± 0.55   | 3.59 ± 0.65   | ****          | *           | no          |
|     | Adiposity      | 0.09 ± 0.04   | 0.13 ± 0.03   | 0.11 ± 0.03   | 0.17 ± 0.04   | ****          | ****        | yes (*)     |
| 15  | Number of mice | 47            | 48            | 46            | 46            |               |             |             |
|     | Body weight    | 6.65 ± 0.62   | 6.44 ± 0.63   | 5.75 ± 0.73   | 5.87 ± 0.79   | ****          | ns          | no          |
|     | Fat mass       | 0.31 ± 0.23   | 0.49 ± 0.16   | 0.44 ± 0.13   | 0.65 ± 0.17   | ****          | ****        | no          |
|     | Lean mass      | 5.47 ± 0.62   | 5.14 ± 0.55   | 4.46 ± 0.64   | 4.49 ± 0.63   | ****          | ns          | no          |
|     | Adiposity      | 0.06 ± 0.04   | 0.10 ± 0.03   | 0.10 ± 0.02   | 0.15 ± 0.03   | ****          | ****        | no          |
| 21  | Number of mice | 51            | 48            | 48            | 51            |               |             |             |
|     | Body weight    | 7.55 ± 0.77   | 8.26 ± 1.17   | 7.10 ± 1.00   | 7.43 ± 1.10   | ****          | ***         | no          |
|     | Fat mass       | 0.64 ± 0.29   | 0.91 ± 0.33   | 0.77 ± 0.16   | 0.89 ± 0.20   | ns            | ****        | yes (*)     |
|     | Lean mass      | 6.06 ± 0.77   | 6.55 ± 1.12   | 5.28 ± 0.88   | 5.72 ± 0.81   | ****          | ***         | no          |
|     | Adiposity      | 0.10 ± 0.04   | 0.14 ± 0.03   | 0.15 ± 0.03   | 0.16 ± 0.03   | ****          | ***         | yes (**)    |
| 56  | Number of mice | 31            | 31            | 31            | 34            |               |             |             |
|     | Body weight    | 23.18 ± 1.19  | 21.98 ± 1.20  | 20.28 ± 1.56  | 20.09 ± 1.26  | ****          | **          | yes (*)     |
|     | Fat mass       | 3.68 ± 0.47   | 3.38 ± 0.33   | 3.15 ± 0.50   | 3.38 ± 0.43   | ***           | ns          | yes (**)    |
|     | Lean mass      | 17.87 ± 1.30  | 16.49 ± 1.41  | 16.02 ± 1.22  | 15.68 ± 1.05  | ***           | ****        | yes(*)      |
|     | Adiposity      | 0.21 ± 0.02   | 0.21 ± 0.02   | 0.20 ± 0.03   | 0.22 ± 0.03   | ns            | *           | yes (*)     |
| 112 | Number of mice | 16            | 16            | 15            | 15            |               |             |             |
|     | Body weight    | 35.19 ± 2.83  | 38.52 ± 3.06  | 29.84 ± 3.31  | 32.79 ± 3.66  | ****          | ***         | no          |
|     | Fat mass       | 10.52 ± 2.27  | 13.44 ± 2.19  | 7.46 ± 2.01   | 9.69 ± 2.44   | ****          | ****        | no          |
|     | Lean mass      | 21.83 ± 0.77  | 22.18 ± 1.13  | 19.78 ± 1.29  | 20.41 ± 1.34  | ****          | ns          | no          |
|     | Adiposity      | 0.48 ± 0.10   | 0.60 ± 0.08   | 0.37 ± 0.09   | 0.47 ± 0.10   | ****          | ****        | no          |

Data are mean ± SD. p<0.05; \*\* p<0.01; \*\*\* p<0.001; \*\*\*\* p<0.0001

How the deposited data were processed for this re-analysis (not part of the article)

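Total RNA from inguinal WAT of 32 male B6 mice was measured on single-color arrays, 1 array per mouse and without pooling, in 8 mice each of 10D and 21D mice raised at 17 and 29°C. The files that the authors deposited for single arrays hold the fluorescence intensity of each spot, which the scanner software had background subtracted, detrended across the array and, for dim spots, replaced by a value from its error model. These intensities are not normalized between arrays. The authors' table of all arrays holds log2 values, normalized between arrays and restricted to 31247 probes and 28 controls. It is centered for each probe on the median of the 16 arrays of the same temperature: 99.9% of probes at 17°C and 99.8% at 29°C have a median within 0.001 of 0. A difference between the temperatures is therefore removed from that table, and it served only as an alternative for the age comparisons and the interaction. In it, 1069 probes at 17°C and 668 at 29°C are exactly 0 on all 16 arrays and were treated as missing. Its age differences correlated with those of the scanner values at 0.999997 (17°C) and 0.999996 (29°C) over the 25915 probes well above background on all arrays.

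Spots of the same probe were averaged on the log2 scale after spots marked as poor by the scanner software were masked, which gave 55681 probes from 59305 spots that are not controls. Gene names came from the RefSeq accessions of the probes through a table for mouse assembly GRCm38.p6, which named 27521 probes of 20892 genes. The remaining probes are counted without a name. Depth was taken as the number of probes well above background on an array, and the lowest array had 27949 and the highest 37759. The median raw signal at the 75th percentile of an array was 941 in 10D mice at 17°C, 1008 in 10D mice at 29°C, 776 in 21D mice at 17°C and 858 in 21D mice at 29°C.

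Intensities were log2 transformed and quantile normalized over all 32 arrays, after the methods of the paper. Comparisons used limma 3.58.1 in R 4.3.3 with its moderated test, two-sided, and the Benjamini-Hochberg adjustment. The temperature comparisons are 17 minus 29°C at each age, the age comparisons are 10D minus 21D mice at each temperature, and the interaction is the temperature difference in 21D mice minus that in 10D mice. A probe was tested when it was well above background on at least 4 of 8 arrays of either group, and it was called at an adjusted p under 0.05 and a FC over 1.5. The interaction was called on the adjusted p alone. Adjusted p values of single genes are from limma. Tables were handled with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

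The genes named are those the paper names for a comparison and, in each direction, up to 5 called genes with the largest change among those whose 2 groups of 8 mice do not overlap. Single genes were also compared by a two-sided exact permutation test of the difference in means. For a gene not well above background on all arrays of the dim group, the change is given as a bound. Lists of genes were compared by fry, the rotation test of limma, and by camera. The 13 lists fixed in advance stand for brown adipocytes, white adipocytes, endothelial cells, macrophages, B cells, T cells, matrix fibroblasts, dividing cells, Schwann cells, sympathetic neurons, skeletal muscle, epithelium and blood, and their 52 tests were adjusted together. Another 6 lists were written after results had been seen, for immediate-early genes, vascular genes, evening and morning clock genes, genes of fasting and glucocorticoids, and lymph node stroma, and were adjusted together with the brown adipocyte and endothelial lists over 40 tests, 8 lists in 5 comparisons.

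Comparisons, thresholds, named genes and alternatives were chosen before the data were examined. The alternatives are a 75th percentile shift, quantile normalization over the 16 arrays compared, normexp background correction with an offset of 50, the authors' table of log2 values, 3 other filters on dim probes, the methods' t-test, the Mann-Whitney test, a variance trend in limma, a fit of all 32 arrays, slide, replicate number or runs of near-consecutive animal numbers as a block, raw signal for single genes, each array left out in turn, no FC threshold and counts of gene names. The planned normexp correction on mean signals used median signals instead, since the files hold no mean signal. Slide is a fixed block for temperature and a random one for age, because each slide holds 1 age. The comparisons were tested on simulated data, where 200 probes were changed in each. In these data limma recovered 180 for temperature in 10D mice, 176 for temperature in 21D mice, 173 for age at 17°C and 182 for age at 29°C, with 10, 5, 6 and 4 unchanged probes called. For temperature in 10D mice it called 82% of probes changed by 1 on the log2 scale and 98% of those changed by 2. For the interaction it recovered 153 of 200, 65% of those changed by 1 and 88% of those changed by 2, with 15 unchanged probes called. The simulated mice varied independently and were drawn after normalization. These rates therefore cover neither normalization nor shared variation of mice within runs, and changes under 1 were not simulated. The pathway analysis, the removal of probes by an older gene annotation and the RT-PCR data were not repeated. Values of 2 genes are not reported here, and counts over all probes include them.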

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

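Of the tests in this part, those of the splits for the interaction, immediate-early genes, clock genes, genes of fasting, the vascular list, lymph node stroma, the second Xist probe and the epithelium list were chosen only after the result was seen, and those of the B cell and proliferation lists were chosen before.

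The response to 17°C differed between the ages for 25 probes in the limma test of the interaction, and 1 of 100 splits of the arrays, the real one, gave as many. This excludes chance for the count only if the mice are taken as independent, since the splits move single mice and 4 probes were left with runs of animal numbers as a block. Among genes that passed, the 5 positive interactions with the lowest adjusted p were Depp1 with 2.42 (SE 0.30, adjusted p = 0.000155), Ets2 with 0.83, Septin4 with 0.68, Rap1gap with 0.74 and Sema6a with 0.75. The 5 negative ones were Syn2 with −1.56, Serpina3i with −0.80, Serpina3c with −0.83, Bex4 with −1.08 and Sra1 with −0.49. Septin4, Sema6a, Serpina3i, Serpina3c, Bex4 and Sra1 no longer passed with runs of animal numbers as a block. Their adjusted p in limma then ran from 0.0567 for Septin4 to 0.1965 for Sra1. Depp1 fell by 1.84 at 17°C in 10D mice and was 0.58 higher at 17°C in 21D mice.

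The changes of Depp1 and Egr1 prompted a list of 13 immediate-early genes other than Egr1. Its interaction had a median of 0.34, positive in 11 of 13 genes (fry, adjusted p = 0.0083), which is what a difference in handling or in time to freezing between groups would give, so handling may account for part of the pattern. A difference in the time of day at dissection cannot be told apart from the groups: the list of evening clock genes had a median interaction of −0.34, lower in 8 of 10 genes (adjusted p = 0.0702), and the list of morning clock genes one of 0.18 (adjusted p = 0.34). For feeding state or stress, the list of 14 genes of fasting and glucocorticoids had a median change of 0.0197 in 10D mice with 7 genes higher and 7 lower, which decides nothing, so this cannot be told apart either. A response to temperature that depends on age stays open as the biological explanation and was not separated from these.

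Endothelial genes rose at 17°C in 21D mice, with a median of 0.20 in 5 of 5 genes (fry, adjusted p = 0.00242), and their interaction was 0.30 (adjusted p = 0.0112; 0.0416 with the run block). A separate list of 12 vascular genes, without the genes that prompted it, had an interaction of 0.27, positive in 11 of 12 genes (adjusted p = 0.00789). A larger share of endothelial cells at 17°C in 21D mice may account for this, and a change of expression within these cells stays open.

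Lymphocyte genes were lower in 10D than in 21D mice. The B cell list changed by −1.63 at 17°C and −1.38 at 29°C, with 0 of 8 genes higher at 17°C, and the T cell list by −1.31 and −0.98. More lymphocytes from the inguinal lymph node in the 21D samples is a candidate explanation, also for Cxcr4, Sema4d and Plxnc1 of Table 3, which were lower in 10D mice. The list of lymph node stroma genes was lower in 5 of 6 genes in 10D mice, with a median of −1.11 at 29°C (adjusted p = 0.000587), and 1 of its genes, Cr2, is also in the B cell list. Growth of the lymphocyte population with age stays open.

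Genes of dividing cells were higher in 10D mice, with a median of 1.26 at 17°C and 1.01 at 29°C (8 of 8 genes at 17°C), and lower at 17°C in 21D mice, at −0.34 (fry, adjusted p = 0.0366). A general fall of stromal, matrix and dividing-cell transcripts between 10 and 21 days of age may contribute to the higher guidance genes of Table 3 in 10D mice, and a change specific to guidance genes stays open. No explanation was tested for the lower values at 17°C.

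Krt71, a hair keratin gene outside those the paper discusses, was at least 50.3-fold higher in 10D than in 21D mice at 17°C and at least 58.6-fold at 29°C. The epithelium list changed by 1.06 at 17°C, higher in 5 of 6 genes (fry, adjusted p = 0.311). At 29°C it changed by 0.23, higher in 3 of 6 genes (adjusted p = 0.932). Over the 16 10D mice Krt71 followed the epithelium score with r = 0.79 (permutation p = 0.00046). Without the 2 farthest mice the correlation was 0.47. Within slides it was 0.56, and 0.17 without those 2. Skin in the samples and hair growth with age cannot be told apart here, because the correlation rests on those mice.

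Xist had a signal of 8.43 on 1 array of 21D mice at 17°C, replicate 2, against at most 3.68 on the other arrays. A second Xist probe read 2.30 on that array, while on the others it read up to 6.78 and was well above background on 2, and the Y-linked genes Ddx3y and Eif2s3y read 11.80 and 12.82, which argues against a female mouse among the males. A local artifact of the spot was not tested, and no biological explanation was tested.

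Single mice lay apart from the other 7 of their group, by a gap to the nearest mouse that is large against the range of the group. This happened in 23 of 245 groups of gene values (12.2 expected by chance, which gives about 1 in 20) and in 7 of 52 groups of list scores (2.6 expected), of which those reported here follow. Among 10D mice at 17°C these were replicate 1 for Bcl2l10 (8.84) and Bmp3 (10.06), replicate 2 for Lrrc15 (13.65), Unc5b (12.36), the epithelium score (11.11) and the sympathetic neuron score (9.14), replicate 4 for Zfp59 (9.19), and replicate 6 for Sema3c (13.63) and the matrix fibroblast score (16.34). Among 10D mice at 29°C they were replicate 1 for Ucp1 (12.13), Dio2 (5.60), Gk (6.65), Lrrc15 (11.35) and Mest (16.97), replicate 2 for Sema3c (12.04), replicate 4 for Csta3 (5.07), and replicate 6 for Cyp2f2 (4.28) and Fam83a (8.27). In 21D mice at 17°C they were replicate 1 for the endothelial score (11.30), replicate 3 for Adrb3 (13.73), replicate 5 for the skeletal muscle score (7.64, the others 13.02 to 15.73), and replicate 7 for Thrb (8.93) and the blood score (16.02). In 21D mice at 29°C they were replicate 4 for Grk3 (9.22), replicate 6 for Bmp3 (9.22), and replicate 8 for Fam83a (8.64), Thrb (8.64) and the blood score (14.38). Replicate 1 of 10D mice at 29°C lay apart 5 times and replicate 2 of 10D mice at 17°C 4 times. These 2 arrays are the ones on which Cyp2b10 was well above background in 10D mice, and each ranks first in its group for the epithelium score, with a chance of 0.0156 that both would. Skin in those samples may account for part of these values. For the other mice no biological explanation was tested.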

How the results depend on the processing

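All alternatives in this part were planned, except that counts without normalization between arrays and gene names counted after normexp were chosen after the data were seen. For each result below, the cause was not tested, except where a stricter or absent threshold or a count of names by construction changes what is counted.

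Of the results summarized by a count or a list, 158 values under alternatives stayed within 1.5 times or kept their side of the threshold, 77 moved and 4 reversed. Of the single genes and lists, 858 values kept their direction and side, 66 lost and 8 gained the threshold, and 10 reversed.

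The 1 call for temperature in 10D mice was 0 with a filter of 1 array (2292 probes at an unadjusted p under 0.05), with no filter (2522), under the methods' t-test (2181) and the Mann-Whitney test (2283), and in limma with the slide block (2829), the replicate block (2537) and the run block (1485). It was 4 with all 32 arrays in the fit and 3 with no FC threshold. Leaving out single arrays gave 0 to 2. Counted on the adjusted p alone, the 3 probes were 0 with a filter of 1 array, no filter, the Mann-Whitney test and the slide, replicate and run blocks, and 1 with the variance trend; leaving out single arrays gave 0 to 4.

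The 179 calls for temperature in 21D mice were 104 with normexp (90 shared), 114 with no filter, 85 under the Mann-Whitney test, 67 with the replicate block (61 shared), 53 with the run block (51 shared), 433 with no FC threshold and 116 as gene names. Chosen later, raw signal gave 31 (15 higher and 16 lower) and gene names after normexp 81. Leaving out single arrays gave 83 (without 21D_17C replicate 3) to 223 (without 21D_29C replicate 8), and 117 without 21D_29C replicate 2. The slide block gave 187 (156 shared) and the 75th percentile shift 178 (149 shared). The 2 mice of a replicate number sat on the same slide in all 8 pairs at each age, so the number is tied to slide. The correlation of their deviations was over 0.1 in 5 of 8 pairs in 10D mice (median 0.121) and 4 of 8 in 21D mice (median 0.08), so the numbers were not taken to pair the mice.

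Age at 17°C gave 4212 calls with normexp, 16451 with no FC threshold and 3838 as gene names, and age at 29°C gave 3888, 14470 and 3555. Gene names after normexp, chosen later, were 2635 and 2412. Leaving out single arrays gave 7025 to 7545 and 6374 to 7279. The overlap of the 2 was 2914 with normexp, 10906 with no FC threshold and 2712 as gene names, the calls at 17°C alone were 1298, 5545 and 1126, and those at 29°C alone 974, 3564 and 843.

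The 25 probes of the interaction were 45 with the 75th percentile shift, 84 with normexp, 65 with the authors' log2 values, 124 with the slide block, 4 with the run block, 16 with no filter, 65 with a filter of all 8 arrays and 63 with the variance trend. The median change in 10D mice of the probes called in 21D mice reversed from 0.01 to −0.0064 with normexp, −0.0029 with the slide block, −0.0029 with the replicate block and −0.0129 with the run block, each with a fry p over 0.4. Of the 20 pairs of a gene and a comparison that the paper names, 17 passed, and 10 with the replicate block, 9 with the run block and 9 with raw signal.

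Single results reversed as follows. With raw signal, age at 29°C gave 0.12 for Adrbk2, 0.21 for Cpt1b and 0.0609 for Cox7a1; with normexp, Cpt1b gave 0.004. With the 75th percentile shift, the blood list at 29°C was −0.0877, the matrix fibroblast list for temperature in 21D mice −0.0463 and the white adipocyte list for age at 17°C −0.0742. For the Schwann cell list and temperature in 21D mice, only the direction given by fry changed, with a median of −0.0567 against −0.0817 before. The sympathetic neuron list for temperature in 10D mice was −0.0035 with normexp, and the white adipocyte list for age at 29°C had the other direction under camera than under fry, with a median of 0.0896.

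Of 21 list tests past the threshold under fry, 15 held under camera, and camera called another 5. The authors' log2 values were not run for the temperature comparisons, for the probes called in 21D mice or for the lists by temperature, since their centering removes that difference. Signal over background limits what can be measured: 50.2 to 67.8% of probes were well above it on an array, and for genes below it only bounds are given.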

Differences from the paper's values

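The alternatives in this part were set before the data were examined. The paper's count of genes with a FC over 1.5 between temperatures in 21D mice is 80, and here it is 179 probes. The difference is within 1.5 times with normexp (104), no filter (114), the Mann-Whitney test (85), the replicate block (67), gene names (116) and without 21D_17C replicate 3 (83), 21D_29C replicate 2 (117) or 21D_29C replicate 4 (120). It is not with raw signal (31, chosen after the values were seen), the run block (53), a filter of 1 array (123), the methods' t-test (140), the 75th percentile shift (178), the slide block (187), no FC threshold (433) or the other alternatives.

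The paper's counts for age are 2457 at 17°C and 2237 at 29°C, and here they are 7342 and 6812. No single alternative comes within 1.5 times; the nearest are gene names (3838 and 3555) and normexp (4212 and 3888). Both together, a combination chosen only after the values were seen, come within it with 2635 and 2412 genes, and for temperature in 21D mice with 81. The authors' log2 values gave 6237 and 5848 probes for age. Over all their probes, their age differences correlated with those of the scanner values without normexp at 0.99951 (17°C) and 0.99919 (29°C). This argues against normexp as a step behind the authors' values, so the closer counts do not explain the difference. The paper's overlap of the 2 age comparisons is 2081, and here it is 4871, which comes within 1.5 times with normexp (2914) and gene names (2712) and with no other alternative. The paper's counts at 1 temperature alone are 376 at 17°C and 156 at 29°C, and here they are 2471 and 1941, with no single alternative within 1.5 times.

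In Table 3 the paper's raw signals at 29°C in 10D and 21D mice are 3347.90 and 1376.44 for Bmp1, against 12800 and 6683 here, 1811.96 and 1006.60 for Plxnd1, against 26810 and 16030, and 239.78 and 98.54 for Srgap1, against 2307 and 1097. For Sema5b in 10D mice the paper's value is 300.19, against 556.3. Another probe of the same gene closes each of these: 3389 and 1423 for Bmp1, 1820 and 1023 for Plxnd1, 242.0 and 100.6 for Srgap1, and 309.9 for Sema5b. The paper's FC for Sema5b is 5.52, against 8.61. It is closed by another probe (5.50) and by normexp (4.37), and not by the 75th percentile shift (8.62), the authors' log2 values (8.65), the slide block (8.56), the replicate block (8.61), the run block (8.60) or raw signal (10.3).

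The paper names Ptprb, Cog5 and Zfp59 as differing with temperature in 10D mice. Under none of 31 settings in which they were tested did Ptprb (lowest adjusted p 0.674) or Cog5 (0.905) pass, and the main probe of Zfp59 did not (lowest adjusted p 0.104, with all 32 arrays in the fit). Another Zfp59 probe passed (adjusted p = 0.0431) and did so under 8 settings, with a lowest adjusted p of 0.00881 under the methods' t-test: quantile normalization over all 32 arrays or over 16, the 75th percentile shift, normexp, the filter of all 8 arrays, the methods' t-test and without 10D_17C replicate 2 or 3. In Fig. 3A the paper shows no gene past the thresholds in 10D mice, and here Depp1 is 1 call (fell by 1.84, adjusted p = 0.0378), which becomes 0 under the filter of 1 array, no filter, the methods' t-test, the Mann-Whitney test and the slide, replicate and run blocks. Of the genes of Table 3, listed by the paper as differing with age, Ephb4 (1.33-fold), Ntrk3 (1.44-fold) and Plxnd1 (1.49-fold) are under the FC threshold here, while another probe of each gives 1.58, 1.61 and 1.51, and with raw signal Ephb4 gives 1.58, Ntrk3 1.70 and Plxnd1 1.68.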

Other observations

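Of the tests in this part, those of the splits for temperature and age, the Schwann cell list at 17°C, runs of animal numbers and slide across all probes were chosen before the result was seen, and those of the change in 10D mice of the probes called in 21D mice, Ucp1 and runs, brown adipose tissue, the Schwann cell list at 29°C, Zic1 and Lhx8, and muscle were chosen only after it.

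Among 100 splits of the arrays, the real one included, 1 gave as many calls for temperature in 21D mice, 1 for age at 17°C and 1 for age at 29°C, and 4 for temperature in 10D mice. The splits move single mice, so chance is excluded for the first 3 counts only if the mice are taken as independent, and with runs of animal numbers as a block 53 calls were left for temperature in 21D mice. For the 1 call in 10D mice chance is not excluded: another split gave 26 calls, and the run block left 0 (1485 probes at an unadjusted p under 0.05). For the median change in 10D mice of the probes called in 21D mice, 88 of 100 splits gave a value as large, so chance cannot be excluded.

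Mice within a group did not vary independently. Across probes, deviations from the group means correlated more for mice of the same run of near-consecutive animal numbers than for mice of other runs, by 0.226 (p = 0.0001, the smallest that 10000 permutations can give), and for mice of the same slide by 0.155 (permutation p = 0.0167). Runs may stand for litters, which is a hypothesis, since the litters are not given. The mean correlation was 0.140 for the 5 pairs that share both, 0.0007 for the 31 that share the run alone, −0.058 for the 13 that share the slide alone and −0.236 for the 63 that share neither.

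Ucp1 varied widely in 10D mice. In the 16 mice, 83.9% of the spread within groups lay between runs (exact enumeration of the run labels, adjusted p = 0.00116 over 8 tests), 88.1% for the brown adipocyte list (adjusted p = 0.00129), and 42.6% lay between slides (adjusted p = 0.549). In 21D mice 16.3% lay between runs (adjusted p = 0.491). Shared litters may therefore account for part of the spread of Ucp1 in 10D mice. The values of 3 mice were 12.1 to 12.8 and those of the other 13 were 14.8 to 17.0. In those 13 mice Ucp1 correlated with Cidea at r = 0.90, Dio2 at 0.91, Cpt1b at 0.87, Cox7a1 at 0.81 and Cox8b at 0.80.

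Mean Ucp1 in 10D mice was 15.21 at 29°C and 14.99 at 17°C, near that of 21D mice at 17°C. For brown adipose tissue carried over into the 10D samples, the brown adipocyte list changed by −0.40 from 21D to 10D mice at 29°C with 3 of 14 genes higher, and Lhx8, a gene of interscapular brown adipose tissue, by −0.18 (8.80 and 8.98), with Zic1 at 5.74 and 5.80. At 17°C Lhx8 went the other way, at 8.97 in 10D mice and 8.65 in 21D mice, with Zic1 at 5.81 and 5.77. The brown adipocyte list changed there by −1.24, with 0 of 14 genes higher. A small amount of such tissue cannot be told apart from Ucp1 expression of the depot. The reason is that Lhx8 and Zic1 have a signal of their own in all groups.

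Skeletal muscle genes were higher at 17°C in 21D mice, with a median of 2.05 in 8 of 8 genes (fry, adjusted p = 0.232). The set test camera called this list, with an adjusted p of 0.001255. With the muscle score as a term of the model, the brown adipocyte list was still 0.77 higher at 17°C in 21D mice (13 of 14 genes), against 0.69 without it, and Ucp1 was 2.75 higher (adjusted p = 0.0439). Acot11 (1.20, adjusted p = 0.064), Cox7a1 (0.96, adjusted p = 0.0672) and Cidea (0.74, adjusted p = 0.0661) no longer passed, although their changes were no smaller than without the term. This argues against muscle as the whole cause of the brown adipocyte difference. The calls in 21D mice fell from 179 to 109, of which 82 are shared.

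For more nerve tissue in the 10D samples, the Schwann cell list changed by 0.29 at 17°C, beside 0.95 for the 32 genes of Table 3 that were higher there, and Mbp and Cdh19 were lower. Expression within Schwann cells may itself change with age, so these values do not decide whether Schwann cells are the whole cause at 17°C. At 29°C, the comparison of Table 3, the list changed by 0.54, higher in 6 of 8 genes, beside 0.93 for the 32 genes. It passed under fry (adjusted p = 0.00557) and not under camera (adjusted p = 0.0744). More nerve tissue may therefore account for part of the difference there. Growth of axons stays open, with Gap43 among the genes that were higher.

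Lists not given elsewhere showed the following medians, by fry. In 10D mice by temperature, none of 13 lists had an adjusted p under 0.05, and none had an unadjusted p under 0.05, while camera called blood, epithelium and Schwann cells: B cells −0.07, blood 0.27, endothelial −0.07, epithelium 1.05, macrophages −0.06, matrix fibroblasts −0.06, dividing cells −0.10, Schwann cells −0.24, muscle 0.14, neurons 0.02, T cells −0.14 and white adipocytes 0.07. In 21D mice by temperature they were B cells 0.15, T cells 0.17, blood −0.37, epithelium 0.50, macrophages −0.15, matrix fibroblasts 0.02 (mean −0.0045), Schwann cells −0.08 (mean 0.03), neurons −0.07 and white adipocytes −0.10. Of these, camera called T cells (adjusted p = 0.0434), which fry did not. By age at 17 and 29°C, matrix fibroblasts were 0.51 and 0.59, endothelial cells 0.70 and 0.97, macrophages 0.64 and 0.47, blood 0.69 and 0.06, epithelium 1.06 and 0.23, muscle −2.75 and −0.83, and white adipocytes 0.08 and 0.09.

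The lists written later, by temperature in 10D and 21D mice, gave −0.19 and 0.22 for immediate-early genes (adjusted p = 0.0899 and 0.0393, the latter 0.0525 with the run block), −0.11 and 0.15 for vascular genes, 0.08 and −0.24 for evening clock genes, −0.07 and 0.11 for morning clock genes, and −0.03 and 0.01 for lymph node stroma. The genes of fasting and glucocorticoids changed by −0.17 at 21D, and by age by −0.84 at 17°C and −1.10 at 29°C. By age, immediate-early genes changed by −0.29 and −0.31 (mean −0.03 at 29°C), vascular genes by 0.49 and 0.75, evening clock genes by −0.17 and −0.50, morning clock genes by 0.02 and 0.24, and lymph node stroma by −0.97 at 17°C.

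By RT-PCR, the paper reports higher Thrb at 17°C in 10D and 21D B6 mice. The arrays did not show this: Thrb changed by −0.02 in 10D mice (8.88 and 8.91, limma adjusted p = 0.996) and by 0.19 in 21D mice (adjusted p = 0.44). By temperature, Pnpla2 changed by 0.07 in 10D and 0.10 in 21D mice, Lipe by 0.19 and −0.10, Mgll by 0.03 and 0.18 and Lpl by −0.03 and −0.05. The paper also reports brown adipocyte biomarker genes as raised at 17°C in 21D mice by RT-PCR. On the arrays, Ppargc1a changed by 0.25 in 21D mice (adjusted p = 0.594), Ppara by 0.23 (adjusted p = 0.697) and Dio2 by 0.71 (adjusted p = 0.27), so none of them passed.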
